# Recognition memory-induced gene expression in the perirhinal cortex: A transcriptomic analysis

**DOI:** 10.1016/j.bbr.2017.04.007

**Published:** 2017-06-15

**Authors:** Hannah Scott, Mark F. Rogers, Helen L. Scott, Colin Campbell, Elizabeth C. Warburton, James B. Uney

**Keywords:** Memory, Perirhinal cortex, RNA sequencing, Transcription factor, Alternative splicing, Extracellular matrix

## Abstract

We have used transcriptome analysis to identify genes and pathways that are activated during recognition memory formation in the perirhinal cortex. Rats were exposed to objects either repeatedly, so that the objects become familiar, or to novel objects in a bow-tie maze over six consecutive days. On the final day, one hour after the last exposure to the series of objects, RNA from the perirhinal cortex was sequenced to compare the transcriptome of naïve control rats and rats exposed to either novel or familiar stimuli. Differentially expressed genes were identified between group Novel and group Familiar rats. These included genes coding for transcription factors, GDNF receptors and extracellular matrix-related proteins. Moreover, differences in alternative splicing were also detected between the two groups, which suggests that this post-transcriptional mechanism may play a role in the consolidation of object recognition memory. To conclude, this study shows that RNA sequencing can be used as a tool to identify differences in gene expression in behaving animals undergoing the same task but encountering different exposures.

## Highlights

• The transcriptome was characterised following exposure to novel or familiar objects.
• Differential expression of transcription factors and GDNF receptors was observed.
• Genes coding for extracellular matrix proteins are differentially expressed.
• Differences in alternative splicing were detected.

## 1 Introduction

Recognition memory allows us to make judgements regarding whether we have encountered something before, and hence to discriminate a novel from a familiar stimulus. A number of studies in both humans and animals have shown that such familiarity discrimination depends on the integrity of the perirhinal cortex in the medial temporal lobe [1], [2], [3]. It has been shown that protein synthesis in the perirhinal cortex is necessary for the consolidation of long-term recognition memory [4]. Furthermore, several immediate early genes, e.g. *c-Fos* and transcription factors, which are increased during recognition memory are suggested to have a causal role [5], [6], [7], [8], [9], [10], [11]. For example, a repeated observation is an increase in the number of c-Fos positive neurons in the perirhinal cortex in response to novelty [5], [11], [12], [13]. Furthermore, levels of the transcription factor cAMP response element-binding protein (CREB), itself an activator of immediate early genes, were found to be increased in the perirhinal cortex of rats exposed to novel compared to familiar objects [10]. Other immediate early genes functionally associated with recognition memory include early growth response 1 (Egr1; also known as Zif268) [7], activity-regulated cytoskeleton-associated protein (Arc) [6] and nuclear receptor 4a family member NR4a2 [8]. The observation that transcription factors are required in recognition memory suggests that gene expression may be an important process underlying long-term recognition memory formation.

To better understand the changes in gene expression that forge recognition memory, we have profiled the transcriptome of the perirhinal cortex following a recognition memory task. Using RNA sequencing we aimed to investigate the differences in gene expression between rats that encountered novel objects and those that saw highly familiar objects. The animals were exposed to the objects using a bow-tie maze [14], which allows recognition to be tested over multiple trials, and previous studies have shown that this protocol results in differential *c-Fos* expression selectively in the caudal perirhinal cortex, in response to exploration of novel and familiar objects [14].

In addition to the exploratory nature of this study, we aimed to investigate specific gene groups and pathways that have been associated with recognition memory. Firstly, due to the previously observed association of transcription factors with exposure to novelty, we predicted an increase in the expression of transcription factors and immediate early genes in the perirhinal cortex of group Novel compared to Control or Familiar. Secondly, signalling pathways such as the neurotrophic signalling pathway have been shown to be important in the first two hours following exposure to novel objects [15], [16], [17], [18]. Therefore we hypothesised that an upregulation of transcripts coding for neurotrophic factors and receptors might occur in group Novel. Thirdly, we explored the potential role of alternative splicing in the perirhinal cortex.

## 2 Materials and methods

### 2.1 Animals

Male Lister Hooded rats (∼350–450 g; Harlan Laboratories, UK) were used for all experiments. Rats were kept on a reversed 12-h light/dark cycle (lights on 20.00-08.00 h) and all behavioural testing took place during the dark phase. Prior to the start of the behavioural experiments, the animals were placed on food restriction with daily access to food for a period of 2 h. The rats were kept at over 85% of their free-feeding weight. Water was available without restriction.

All animal procedures were conducted in accordance with the United Kingdom Animals Scientific Procedures Act (1986) and associated guidelines. All efforts were made to minimise any suffering and the number of animals used.

### 2.2 Behavioural task

The bow-tie maze task [14] consisted of two phases − pre-training and training – followed by the test session (Fig. 1a). The rats were divided into three groups – group Familiar, group Novel and group Control. Rats were housed so that one rat from group Familiar and one from group Novel shared a cage to ensure the rats were treated similarly across groups. Control rats were also food restricted and handled daily throughout the procedure but they were not subjected to any behavioural training or testing.

**Fig. 1:**
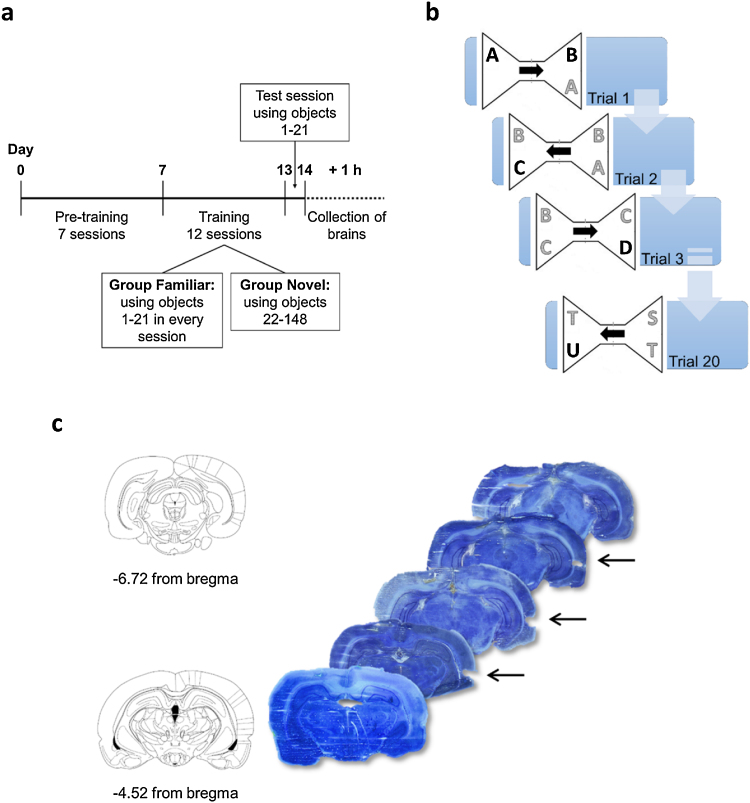
Experimental set-up. **a**. Timeline of the bow-tie maze experimental set-up. **b**. Schematic of the first three and the last of 20 trials of the bow-tie maze training session. Objects labelled in black are novel (for this session) and those in grey are familiar as they have been explored on the previous trial. Arrows indicate the movement of the rat. Each trial lasts 1 min **c**. Rat brain sections showing perirhinal cortex regions (arrows) extracted between −4.6 and −6.7 mm from bregma. Selected sections and map slices before and after samples were taken are shown.

#### 2.2.1 Apparatus

Testing took place in a bow-tie shaped maze consisting of a grey wooden floor and metal walls. A guillotine door that could be operated manually separated the two triangular sides of the maze. At each end of the maze a food well was attached centrally to the floor, which could be baited with a food reward in the form of a sucrose pellet (OmniTreat™ 45 mg tablets; TestDiet, Sandown Scientific, Hampton, UK). Objects were placed into the left and right corners at either end of the maze. This set-up ensured that neither of the objects was associated with the food reward. The objects were junk objects, including toys, household items and decorative objects, in varied colours, shapes, materials and sizes. In between behavioural sessions, the objects were cleaned with 100% ethanol to eliminate olfactory cues. The animals’ behaviour was recorded via an overhead camera.

#### 2.2.2 Pre-training

In order for the rats to learn to shuttle from one end of the maze to the other when the sliding door was opened and to collect a food reward, the animals were subjected to daily training for 7 days. On day 1 the rats were allowed to explore the arena (without the guillotine door in place) in pairs for 30 min. Sucrose pellets were distributed across the maze and in the food wells. On days 2 and 3, the rats were allowed to explore the maze individually for 20 min. Only the food wells contained reward pellets (one pellet at a time) and they were constantly re-baited to encourage shuttling from one side of the arena to the other. Days 4 and 5 were the same except that the central guillotine door was used to control the movement of the rat. On days 6 and 7 three different pairs of objects were introduced. These were not used in the training phase.

#### 2.2.3 Training

The training phase consisted of two training sessions per day, one in the morning and one in the afternoon, over 6 consecutive days (training sessions 1–12). The set-up of the training sessions is displayed in Fig. 1b. At the start of each training session the rat, from group Novel or group Familiar, was placed into one side of the arena with the guillotine door shut, where it encountered one object A which it had the opportunity to explore for 1 min. The guillotine door was raised and the rat then moved across to the other side where it encountered an identical copy of object A and a different object B (Trial 1). After 1 min the sliding door was raised again to enable the rat to shuttle across where it found an identical copy of object B and object C (Trial 2). This continued for 20 trials using a total of 21 object pairs. In each trial the rat was allowed to collect one sucrose pellet from the food well. The position of the familiar object in relation to its previously viewed copy (same side, opposite side) was counterbalanced across each session. Furthermore, the order in which the objects were shown (either A to U or U to A) was counterbalanced across each rat group for each session.

Group Familiar saw the same 21 objects during every training session in a different order so that by the end of the training period the rats should be highly familiarised to this set of 21 objects. In the test session again the animals were presented with copies of the highly familiarised objects. Twenty-one different objects were used to match the sensory demands of the task.

The rats in group Novel received object exposure in the same way, i.e. rats were allowed to explore one novel object and one familiar object (familiar because it had been encountered at the other end of the maze in the preceding trial). For the first 6 training sessions, 21 different novel objects were used in every session. For the last 6 training sessions, these 126 objects were re-used but grouped into different sets of 21 objects and shown in a different order. In the test session group Novel saw the same 21 objects as group Familiar, hence all the conditions (objects seen, motor demands, length of exposure to the objects) were identical between the groups. As before, each test trial for group Novel comprised one novel object and one object encountered for a maximum of one minute in the previous trial.

On the last three training sessions, all rats were individually placed into a holding cage after each run for approximately 1 h to habituate them to this process for the test day. Group Control was habituated in the same way.

#### 2.2.4 Perirhinal cortex extraction

In the test session the rats were run on the task as described and then placed in a holding cage in a quiet and darkened room to minimise exposure to extraneous stimuli. One h after the end of the session rats were placed into an anaesthetic induction box filled with isoflurane until the heart stopped and guillotined. The brains were extracted, immediately frozen on dry ice and stored at −80 °C prior to dissection of the perirhinal cortex and RNA extraction. For group Control the same protocol was followed but without the prior behavioural test.

#### 2.2.5 Statistical analysis

Exploration of an object was defined as the rat directing its nose towards the object at a distance of <1 cm from the object. Sitting on the object or looking up while resting against the object was not counted as exploration. As a measure of behavioural performance, a discrimination ratio was calculated from the recorded object exploration (E) using the following formula:

$$Discrimination\;\;ratio=\frac{E_{novel}-E_{familiar}}{E_{total}}$$

For group Familiar (except for the first session), the E_novel_ and E_familiar_ refer to the less recently seen familiar object (last seen in the previous session) and the more recently seen familiar object (examined on the previous trial), respectively. The discrimination ratio was recalculated after every trial of a session (taking into account the exploration of all preceding trials of that session) yielding the updated discrimination ratio. Repeated-measures ANOVA was used to draw comparisons of discrimination between groups and sessions. Differences were followed up statistically using planned *t*‐tests. One sample *t*‐tests were used to determine if rats performed above chance (discrimination ratio of zero). For all statistical analyses a significance level of 0.05 was used.

### 2.3 RNA extraction

Caudal perirhinal cortex tissue was microdissected from frozen brains using the punch method. Brains were cut into 60 μm sections on the cryostat and sample corers of 0.5 mm inner diameter (Fine Science Tools, InterFocus, Linton, UK) were used to punch out the desired tissue area. Punches were taken bilaterally, 2 from each side, from 24 sections between −4.6 to −6.7 mm from bregma (Fig. 1c; [19]). Punched-out sections as well as map slices before and after samples were taken, were stained with 1% toluidine blue.

RNA was extracted from perirhinal cortex punches using TRIzol (Life Technologies) and the RNeasy Mini Kit (Qiagen, Hilden, Germany), following the RNA Clean-up protocol. RNA quality and integrity was measured on the 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) using the Eukaryote Total RNA Nano assay (Agilent Technologies) by the Bristol Genomics Facility.

### 2.4 RNA sequencing

Of the animals that were subjected to behavioural testing (*n* = 9 for both Novel and Familiar), five RNA samples per behaving group plus four Control samples were used for RNA sequencing, based on RNA concentration (>10 ng/μl), RNA integrity (RIN ≥ 7.0 and/or a 28S/18S ribosomal RNA (rRNA) ratio between 1.5 and 2.0) and on the rats’ behaviour in the test session of the bow-tie maze task. For the latter, group Novel rats were expected to show successful discrimination (discrimination ratio >0.2) and group Familiar rats were predicted not to show discrimination (discrimination ratio <0.2), based on the discrimination measures observed in the bow-tie maze task, previously, by Albasser et al. [14].

Library preparation and total RNA sequencing were performed by the Bristol Genomics Facility. Briefly, samples were selectively depleted of rRNA using the Low Input Ribominus Eukaryote System v2 and cDNA libraries were prepared from 250 ng total RNA using the Ion Total RNA-seq Kit v2 in combination with the Ion Xpress RNA-Seq Barcode 1–16 Kit (all kits from Life Technologies) by following the manufacturer’s protocol. Total RNA sequencing was performed on the Ion Proton System (Life Technologies). All of the samples were run twice, on two chips (chip type P1.1.17), producing single-end reads. The template and sequencing kits used were the Ion Proton One Touch 200 v3 Kit and the Ion Proton Sequencing 200 v3 Kit (both Life Technologies).

### 2.5 Data processing

The sequencing data was processed and analysed using the Galaxy platform [20], [21], [22]. The files were converted to FASTQ format using the FASTQ Groomer [23]. To assess the quality of the reads, the data were analysed via the FASTQC tool (http://www.bioinformatics.babraham. ac.uk/projects/fastqc/) with reference to the available guide on expected FASTQC results from Ion Proton sequencer data [24]. Alignment of the sequencing reads was performed via TopHat [25] using the rat reference genome Rnor_6.0 (GenBank Assembly ID GCA_000001895.4) submitted by the Rat Genome Sequencing Consortium. We used default TopHat parameters except for the range of expected intron lengths, which we set to 12–270,000 based on the current reference gene models. Unmapped reads were then re-aligned using Bowtie2 local alignments [26] and combined with the TopHat alignments. For each sample, the data from both chips were pooled before running the analysis pipeline. Reads were mapped to rat genes and the relative abundance of each transcript was quantified using the HTSeq package [27], counting only uniquely mapped reads and allowing for an alignment quality threshold of 10. Using these counts as input, differential gene expression analysis was performed using edgeR [28]. RNA sequencing data can suffer from noise from experimental sources unrelated to treatment groups. To mitigate this unwanted variation, we used RUVSeq [29] to adjust read counts before running edgeR on the adjusted counts. The raw and processed data files generated from the RNA sequencing have been deposited in NCBI’s Gene Expression Omnibus [30] and are accessible through *GEO: GSE84242* (http://www.ncbi.nlm.nih.gov/geo/query/acc.cgi? acc=GSE84242).

We used the SpliceGrapher package [31], [32] to assess alternative splicing (AS). From the reference models, we selected a single splice form to represent each gene, using the longest splice form as the canonical form for each gene. While this heuristic approach may omit some prevalent splice forms, using a consistent reference allows us to compare AS between samples at a coarse level. We ran SpliceGrapher using these canonical forms to predict AS activity represented in the RNA sequencing data and counted the number of AS events in each sample.

In addition to identifying those genes that appear to be up- or down-regulated between conditions, we also assessed possible changes in transcript expression. To this end we used iDiffIR, an analysis method designed to quantify changes in exon usage between two sets of RNA-Seq data (http://combi.cs.colostate.edu/idiffir/introduction.html). Exons called skipped exons or cassette exons may be excluded from some mRNA transcripts in a sample, hence the expression level for an individual exon may change relative to its gene’s overall expression. For cassette exons within a particular gene, iDiffIR detects changes in relative expression using RNA-Seq read counts to estimate relative exon and gene expression levels, and reports those exons whose relative expression levels appear to change significantly between samples. We ran iDiffIR with default settings (*q*-value multi-test correction with false discovery rate 0.05) and used the Rn6 version of the rat gene models to provide coordinates for all cassette exons. An adjusted *p*-value cut-off of 0.01 was used for comparisons.

### 2.6 Data analysis

Genes that had mean counts below 1 in any group were excluded from further analysis. Genes were considered differentially expressed genes (DEGs) if the read counts between two of the sample groups were significantly different at a significance level of *p* < 0.01 and if the up or downregulation was above a 25% threshold. In order to extract information regarding the types of genes that were differentially regulated, gene ontology analysis of DEGs based on enriched biological processes and pathways was performed using DAVID Bioinformatics Resources 6.7 [33], [34] utilising the GO_BP_FAT and KEGG pathway options. STRING 10 database [35] was used to predict high-confidence (0.700) protein interactions between DEGs. K-means clustering with a maximum of 6 clusters was performed for better visualisation of the interaction network. A list of transcription factors in the rat was downloaded from the curated database AnimalTFDB 2.0 [36] and compared with the detected DEGs.

## 3 Results

Fig. 2 shows the mean discrimination ratio achieved in the first training session and the final test session of the bow-tie maze task. Rats belonging to group Familiar had been repeatedly exposed to the objects presented to them in the test session over 12 training sessions, therefore all the objects in the test session were highly familiar. Group Novel rats were exposed to the same set of objects in the test session, however to these rats all the objects were completely novel. Each object was encountered twice in the session, in consecutive trials, i.e. each trial consisted of an object that had not been seen in this session before and one that had just been encountered in the previous trial of the session. Rats belonging to group Novel showed significant discrimination between the novel objects they had never seen before and the novel objects encountered for the first time in the previous trial. In contrast, group Familiar rats showed a reduction in mean discrimination ratio in the test session, i.e. they did not discriminate between equally familiar objects − the highly familiar object last seen in the previous training session and the highly familiar object last seen in the previous trial of the test session. Statistical analysis using ANOVA detected a significant session by group interaction (*F*_1,8_ = 14.57, *p <* 0.01) as well as a significant main effect of session (*F*_1,8_ = 51.84, *p <* 0.0001) and of group (*F*_1,8_ = 16.78, *p <* 0.01). Post-hoc paired comparisons indicated that discrimination of group Familiar rats was reduced over the course of the training (First training session vs Test session; *F*_1,4_ = 65.35, *p* < 0.001) whereas no significant difference between discrimination in the first session and discrimination in the test session was observed for group Novel (*F*_1,4_ = 5.34, *p* > 0.05). Furthermore, there was a significant difference between both groups in the test session (*F*_1,8_ = 35.27, *p* < 0.0001) but not in the first session (*F*_1,4_ = 0.004, *p* > 0.05). To investigate whether the rats differentiated between the novel (or less recently seen highly familiar) object and the now familiar (or more recently seen highly familiar) object, the discrimination ratios were tested for their difference from zero discrimination. Rats belonging to group Novel showed discrimination that was significantly different from zero in both sessions (First training session, *t*_4_ = 11.89, *p <* 0.001; Test session, *t*_4_ = 13.60, *p <* 0.001). The discrimination ratio of group Familiar differed significantly from zero in the first session (*t*_4_ = 15.45, *p <* 0.001) and then gradually declined over the course of the experiment until it was no longer significant in session 11 (*t*_4_ = 2.60, *p* < 0.05), session 12 (*t*_4_ = 2.51, *p* < 0.05) and the test session (*t*_4_ = 2.42, *p* > 0.05) (Fig. 2, Supporting Fig. 1).

**Fig. 2:**
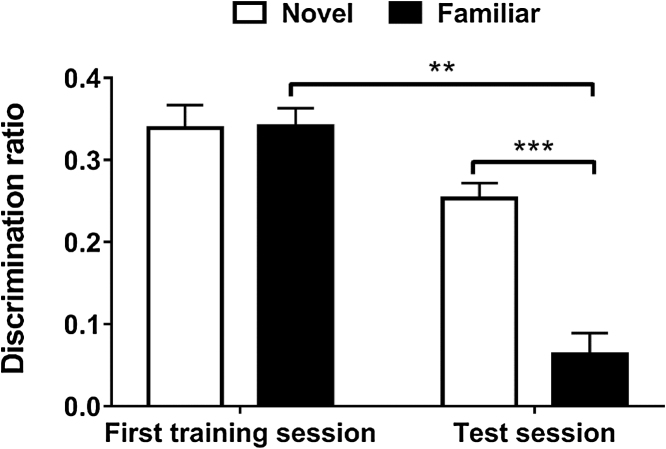
Discrimination in the bow-tie maze task. The updated discrimination ratio (±s.e.m.) achieved in the first training session and the test session of the bow-tie maze task is shown for rats that had been familiarised to the same set of objects over the course of the training (group Familiar) and for rats that explored novel objects in every session (group Novel). Only performance by those rats whose samples were selected for subsequent RNA sequencing is shown (*n* = 5 for both groups). Differences marked with asterisks are significant (**p < 0.01; ***p < 0.001).

Analysis of cumulative exploration levels (Supporting Table 1) indicated a significant main effect of session (*F*_12,96_ = 9.829, *p <* 0.0001) and a significant main effect of group (*F*_1,8_ = 5.808, *p <* 0.05). Levels of exploration in the test session by group Familiar rats were significantly different compared to exploration in the first training session (*F*_1,4_ = 3.10, *p <* 0.05) and to exploration of group Novel rats in the test session (*F*_1,4_ = 5.53, *p <* 0.01). Supporting Table 2 shows cumulative discrimination values that have not been corrected for differences in exploration.

### 3.1 RNA sequencing raw data

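The authors sequenced RNA from the perirhinal cortex of 14 rats. Group Familiar (5 rats) had met the same objects in each of 12 training sessions. A second group of 5 rats was shown new objects in the earlier training sessions. In the later ones it met these objects again in different sets, and in the test session its objects were new. That second group is called the new-object group here. Group Control (4 rats) was food restricted and handled but neither trained nor tested. Brains were taken 1 h after the test session, and the sequenced samples were chosen partly by how the rats behaved in it. Total RNA was depleted of ribosomal RNA and sequenced on the Ion Proton, a semiconductor sequencer. The processed data used here were the authors' 3 deposited tables, one for each pair of groups. For every gene, with its Ensembl identifier and its symbol, a table gives a linear fold change and an unadjusted p value from the authors' edgeR test. Both are listed after upper quartile normalization alone and again after RUVSeq, which estimates sources of variation unrelated to the groups and removes them, with k = 1, 2, 3 and 4 sources removed. The table of Familiar against the new-object group also holds k = 5. The tables cover 17257 genes for the new-object group against Control, 17521 for Familiar against Control and 17461 for Familiar against the new-object group, with 0 missing values. They hold 0 columns of values per rat, so they do not give the depth of each library behind a gene. No spread between rats can be given from them beside a fold change. From these tables, fold changes were put on the log2 scale, p values were adjusted by the Benjamini-Hochberg method over all genes of a table, and each result was recounted at every k. The annotation at hand belongs to a later rat assembly than the one the authors mapped to, so no positions are given.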

RNA isolated from caudal perirhinal cortices selectively extracted from group Control, Novel and Familiar rats was subjected to RNA sequencing. Using the Ion Proton sequencer a total of 155 million reads were generated, which equates to 10 million reads per library. The mean read length was 83 nt with read lengths varying between 20 and 200 nt. 83% of bases had a quality score of ≥Q20, i.e. a 99% probability of having been correctly assigned. The sequence reads were aligned and mapped to the rat genome in a two-step process. Using TopHat an average of 7.18E + 06 reads (±2.02E + 06) per sample library mapped uniquely to 29,998 annotated genes. Re-alignment of unmapped reads using Bowtie2 produced a total of 9.98E + 06 (±3.25E + 06) average mapped reads per library. This corresponded to successful alignment of approximately 97% of total reads per library.

### 3.2 Differential gene expression

Using edgeR differential gene expression analysis, pairwise comparisons between the gene expression patterns of groups Novel, Familiar and Control were performed. 

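Each pair of groups has its own table, and the 3 tables share 16871 genes. For a gene with the same values in all of them, the difference between the log2 fold changes of Familiar and of the new-object group against Control equals the log2 fold change of Familiar against the new-object group. After upper quartile normalization the median absolute gap between these quantities was 0.0090 on the log2 scale. With 4 sources of variation removed from each pair separately the median gap was 0.034.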

Due to expected high variability between samples of tissue origin, RUVSeq analysis was first used to adjust counts depending on the expected variation (Supporting Fig. 2). The best separation between the samples of the two groups to be compared was consistently achieved when 4 sources of variation were assumed (*k* = 4), although complete separation was not achieved for the comparison between groups Novel and Familiar (Supporting Fig. 2c) and hence may exclude some genes that were differentially expressed.

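The number of DEGs was recounted at each k with the thresholds of the paper. After upper quartile normalization alone there were 135 DEGs for the new-object group against Control, 174 for Familiar against Control and 86 for Familiar against the new-object group. Of these, 110, 158 and 64 were also DEGs at k = 4, all in the same direction. The spread of log2 fold changes over all genes at k = 4, as its SD, was 70.3%, 70.1% and 69.8% of that without RUVSeq. The share of genes with an unadjusted p under 0.01, which is 1% by chance, was 0.782%, 0.993% and 0.493% before RUVSeq. At k = 4 it was 3.82%, 5.11% and 3.36%. Groups were also simulated with no changed gene, and 4 residual factors were removed before a test that did not count them. With no source of variation simulated, 8.68% of genes had a p under 0.01 for 5 samples against 4, and 6.56% for 5 against 5. With 4 sources simulated these means over 20 repeats were 40.7% and 35.0%. The paper describes edgeR run on counts that RUVSeq had adjusted, a legend mentions a linear model with 4 sources, and the RUVSeq variant is not named.

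**Figure D1:**
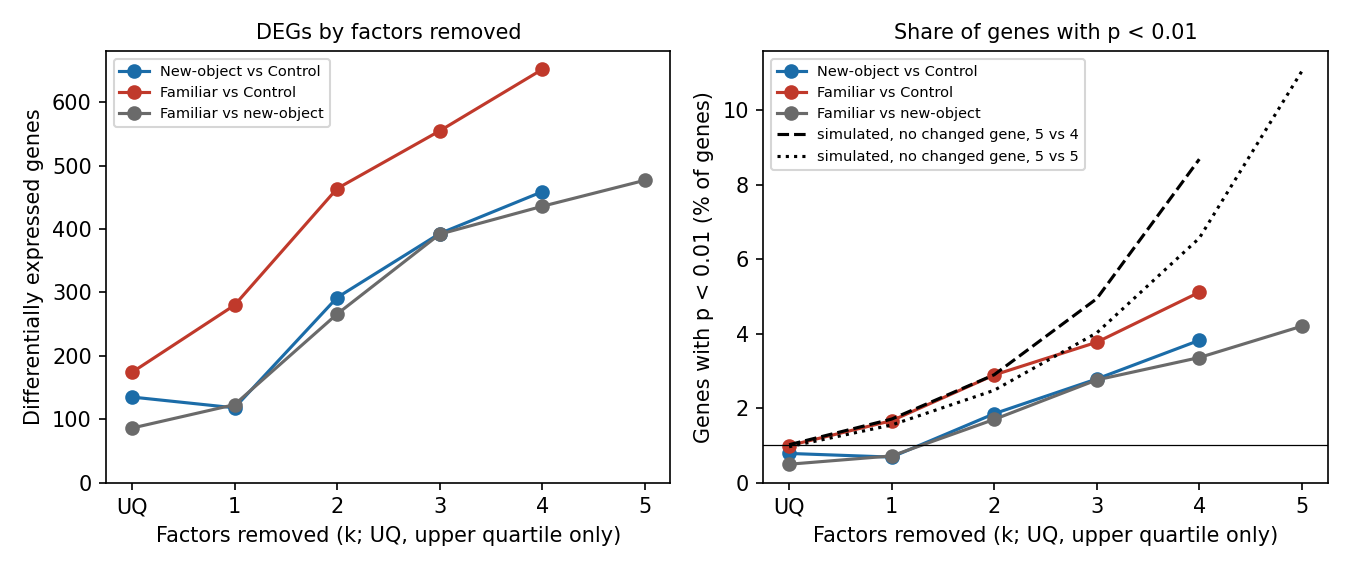
Number of DEGs (left) and percent of genes with an unadjusted p under 0.01 (right) against the number of sources of variation removed, for each comparison. UQ is upper quartile normalization alone, dashed and dotted lines are simulated groups with no changed gene and no simulated source of variation, and the thin line marks the 1% expected by chance. At k = 4 the simulated lines reach 8.68% and 6.56%, above all 3 comparisons.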

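A gene was counted here as a DEG when its unadjusted p was under 0.01 and it either rose by at least 25% or fell to a fold change of at most 0.8. At k = 4 this rule gave 436 DEGs for Familiar against the new-object group, 237 higher and 199 lower in Familiar. The p threshold alone passed 659 genes for the new-object group against Control, 895 for Familiar against Control and 586 for Familiar against the new-object group, where 173, 175 and 175 would pass by chance. With p adjusted over all genes of a table and a threshold of 0.05, 150, 346 and 71 genes passed, of which 135, 292 and 68 were DEGs. Where a decrease had to reach a fold change of 0.75, a rule added after the data were seen, the 3 counts of DEGs were 387, 578 and 371.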

DEGs were defined as those genes whose expression changed by at least 25% and that reached significance levels of *p <* 0.01 (Table 1, Fig. 3). 

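For Familiar against Control, the thresholds passed 652 genes, of which 321 (49.2%) were higher and 331 (50.8%) lower in Familiar. All 5 settings from upper quartile normalization to k = 4 called 151 of them, 75 higher and 76 lower. Among the DEGs, the increases with the smallest p were those of the activity-regulated transcription factor Junb (ENSRNOG00000042838), the endoplasmic reticulum chaperone Hspa5 (ENSRNOG00000018294) and Rlbp1 (ENSRNOG00000016897). Their log2 fold changes in the authors' table at k = 4 were 0.63 for Junb (adjusted p = 1.87e-11), 0.45 for Hspa5 (adjusted p = 4.78e-09) and 0.65 for Rlbp1 (adjusted p = 1.80e-08). The adjusted p of these 3 genes without RUVSeq was 0.963, 0.343 and 0.958. The smallest p downwards belonged to 3 snoRNAs, 1 of the 40 identifiers named SNORD113 (adjusted p = 2.31e-37), 1 of the 34 named SNORD115 (adjusted p = 3.38e-36) and SNORD100 (adjusted p = 2.66e-31), as adjusted here from the authors' p values.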

The greatest number of DEGs (652) was found in the perirhinal cortex of group Familiar compared to Control, with 49% of genes being upregulated and 51% being downregulated genes. 

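For the new-object group against Control, 459 genes passed, 188 higher and 271 lower in the new-object group, or 41.0% and 59.0%. The larger share of decreases was not present at every k. Without RUVSeq 51.9% of the DEGs were higher, and at k = 1 54.2% were. All 5 settings called 77 of the DEGs, 42 higher and 35 lower. The decreases with the smallest p at k = 4 were snoRNAs. Computed from the authors' table, the log2 fold change of SNORD100 (ENSRNOG00000061678) was -0.74 (adjusted p = 4.97e-10, and 1 without RUVSeq). It was -0.66 in the authors' table for 1 of 3 identifiers named SNORA62 (adjusted p = 7.02e-07) and -0.79 for 1 of 39 named SNORD113 (adjusted p = 1.27e-06).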

When group Novel was compared to Control, 459 DEGs were identified, with 39% being significantly upregulated and 61% significantly downregulated. Groups Novel and Familiar were found to have a proportion of the same genes activated, with 33% of those genes activated following exposure to novel stimuli (compared to naïve controls) also being differentially expressed following exposure to familiar stimuli (Fig. 3a).

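The 2 comparisons against Control share 17006 genes. At k = 4 the lists of DEGs had 151 genes in common, 32.9% of the DEGs of the new-object group, 58 higher and 93 lower in both. The direction was the same for all 151, as it was for 99.996% of the genes shared by simulated unchanged groups with the same controls (genes taken as independent), so it adds no evidence. Unrelated lists of these sizes would share 17.5 genes. Both comparisons use the same 4 Control libraries, which makes chance differences common to both. Unchanged groups of 5, 5 and 4 samples were therefore simulated with shared controls, the error of each gene and the minimum fold change. Over 100 simulations they shared 113.9 genes on average, with 97.95 at the lower end of the middle 95% and the observed number above its upper end. Without RUVSeq 24 DEGs were shared, against a middle 95% of 11 to 24 in the same simulation, as were 27 at k = 1 (15.475 to 29.525) and 73 at k = 2 (50 to 75.525). At k = 3 116 were shared, against at most 104 in the middle 95%. Across genes, which are not independent replicates, the log2 fold changes of the 2 comparisons had a correlation of 0.545 at k = 4 (0.555 in unchanged simulated groups). Of the genes with an adjusted p under 0.05, 55 were shared.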

**Fig. 3:**
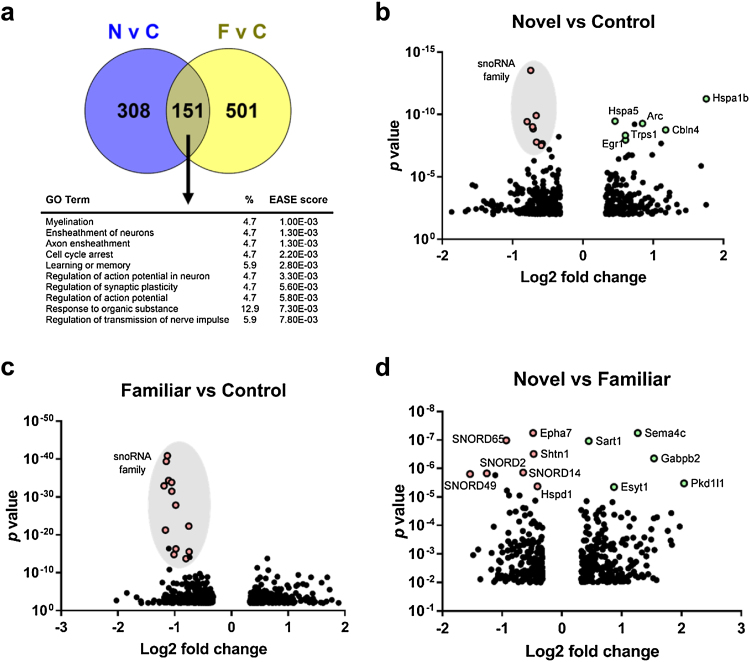
Distribution of DEGs. **a**, Overlap between DEGs in Novel and Familiar compared to Control and gene ontology analysis. **b**–**d**, Log2 fold changes versus *p* values are shown for significant genes. Highly significant genes or gene groups are highlighted.

**Table 1:** Number of DEGs detected by pairwise comparison of groups Novel, Familiar and Control. Total number of DEGs as well as up or downregulated DEGs are shown for *p* < 0.01 with a 25% minimum fold change.

	Total	Up	Down
Novel vs Control	459	188	271
Familiar vs Control	652	321	331
Familiar vs Novel	436	237	199

Analysis of highly significant DEGs showed a reduction in the levels of small nucleolar RNAs (snoRNAs) under both Novel and Familiar conditions, compared to Control (Fig. 3b,c). 

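Genes whose symbol marks a snoRNA (names that begin with SNOR, snoU or SCARNA) numbered 373 identifiers with 166 names in the table of the new-object group against Control. Their median log2 fold change there at k = 4 was -0.079, at percentile 0.0900 of 10000 random lists of genes with similar error. In Familiar against Control the median was -0.32, below every random list. The 35 snoRNAs among the DEGs of the new-object group were 28 lower and 7 higher than in Control, and the 92 among those of Familiar were 89 lower and 3 higher. DEGs were more frequent among snoRNAs than among other genes, with an odds ratio of 4.02 in the new-object group (2-sided Fisher's exact test, adjusted p = 8.47e-10 over 27 tests of 9 lists in 3 comparisons) and of 9.95 in Familiar (adjusted p = 3.48e-49). The fall in the new-object group was small and depended on k. At k = 1 its median was -0.014, at percentile 7.53, and after upper quartile normalization it was -0.093, at percentile 0. In that setting 2 snoRNAs were DEGs in the new-object group, against 34 in Familiar. Near-identical copies share names and can share reads, so single identifiers are uncertain. With 1 value per name the medians were -0.094 and -0.35.

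**Figure D2:**
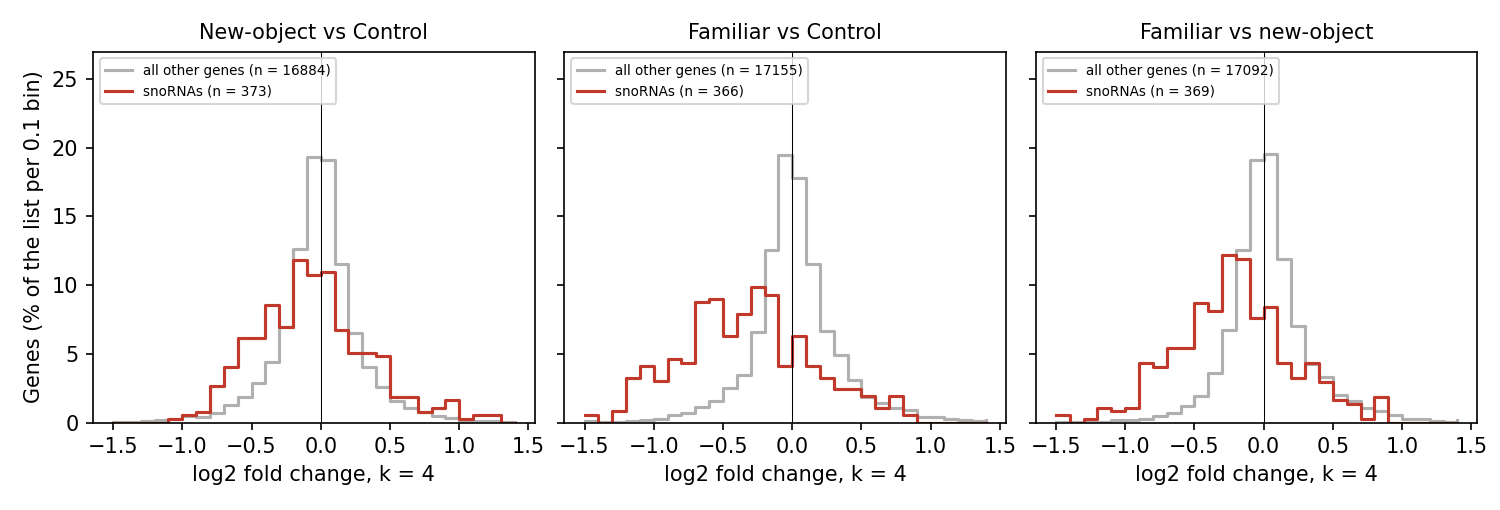
Distribution of the log2 fold change at k = 4 (x axis) of snoRNAs and of all other genes, as percent of each list per bin of 0.1 (y axis), for the 3 comparisons. The snoRNA medians are -0.079, -0.32 and -0.22 from left to right.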

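The authors' table of the new-object group against Control gives Arc (ENSRNOG00000043465) a fold change equal to 0.85 on the log2 scale at k = 4. Its p adjusted over all genes was 1.48e-06, at rank 6 in the table. The log2 fold changes in the authors' table were 0.61 for Egr1 (ENSRNOG00000019422, adjusted p = 1.47e-05), 0.60 for Trps1 (ENSRNOG00000024998, adjusted p = 7.29e-06), 1.75 for the heat shock gene Hspa1b (ENSRNOG00000050647, adjusted p = 4.83e-08) and 0.46 for Hspa5 (adjusted p = 1.27e-06). Cbln4 (ENSRNOG00000004372), marked in Fig. 3, had a log2 fold change of 1.18 in the authors' table (adjusted p = 2.97e-06). All 6 genes also passed an adjusted p of 0.05 in Familiar against Control, and 0 of them did in Familiar against the new-object group, where 0 had an unadjusted p under 0.05. Their log2 fold changes stayed positive at each k, and after upper quartile normalization Hspa1b alone kept an adjusted p under 0.05 (0.00178). Hspa1b and Hspa1a are near-identical in sequence, so reads that fit both were not counted by the authors, who kept uniquely mapped reads. Among 20 chaperone genes, 5 were DEGs and all were higher, an odds ratio of 12.3 against other genes (Fisher's exact test, adjusted p = 4.35e-04).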

In group Novel, genes that were highly significantly upregulated compared to Control included transcription factors and immediate early genes such as *Arc* (*p* = 5.29E-10), *Egr1* (*p* = 1.11E-08) and *Trps1* (*p* = 5.65E-09) as well as heat shock proteins *Hspa1b* (*p* = 5.60E-12) and *Hspa5* (*p* = 3.44E-10). 

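Familiar was also compared with the new-object group at each k. In the authors' table at k = 4, the splicing factor Sart1 (ENSRNOG00000020475) had a log2 fold change of 0.45 and Gabpb2 (ENSRNOG00000021105) of 1.54. For Pkd1l1 (ENSRNOG00000004865) the same table gives 2.04, and for Esyt1 (ENSRNOG00000060753) 0.87. Their p adjusted over all genes was 4.67e-04, 0.00127, 0.00521 and 0.00596 in that order. All 4 were higher in Familiar at each of 6 settings. After upper quartile normalization Gabpb2 had an adjusted p of 0.690 and the others of 1. For Pkd1l1 the error implied by the fold change and p in that setting was at percentile 88.7 of all genes. Sart1 was higher in Familiar than in Control, with a log2 fold change of 0.42 from the authors' table, and differed little between the new-object group and Control (-0.027). Gabpb2, Pkd1l1 and Esyt1 were lower in the new-object group than in Control, at -0.90, -1.52 and -0.48 in the authors' table. They were also higher in Familiar than in Control, at 0.61, 0.86 and 0.32, with an unadjusted p of 0.0289, 0.0482 and 0.0731 in the authors' table.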

Genes upregulated with high significance in the Familiar group compared to the Novel group (Fig. 3d) were involved in transcriptional regulation and splicing − *Sart1* (*p* = 1.07E-07), *Gabpb2* (*p* = 4.37E-07) − and calcium signalling − *Pkd1l1* (*p* = 3.28E-06) and *Esyt1* (*p* = 4.44E-06). Both up and downregulated genes were found among those associated with cell–cell communication and neuron outgrowth, e.g. *Sema4c* (*p* = 5.62E-08), *Epha7* (*p* = 5.60E-08) and *Shtn1* (*p* = 3.06E-07).

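Sema4c (ENSRNOG00000016254) had a log2 fold change of 1.27 in the authors' table of Familiar against the new-object group (adjusted p = 4.67e-04). The error that its fold change and p imply after upper quartile normalization was at percentile 87.2 of all genes. Before RUVSeq its log2 fold change was 2.86. For Epha7 (ENSRNOG00000007030) the authors' table gives a log2 fold change of -0.48 and for Shtn1 (ENSRNOG00000018350) -0.47, with adjusted p = 4.67e-04 and adjusted p = 0.00107. Without RUVSeq they had -0.46 and -0.50, and an adjusted p of 1 for all 3 genes. Of the genes marked in Fig. 3d, Hspd1 and the snoRNAs SNORD65, SNORD2, SNORD14 and SNORD49 were lower in Familiar. Their log2 fold changes in the authors' table were -0.41, -0.93, -1.26, -0.65 and -1.54. The table lists 3 identifiers named SNORD14 and 2 named SNORD49, and the values belong to the 1 of each name with the smallest p. The other identifier named SNORD49 had a log2 fold change of -0.18 in the authors' table (adjusted p = 1).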

### 3.3 Characterisation of differentially expressed genes

Regulation of transcription and translation as well as action potential regulation were among the gene ontology terms significantly enriched among DEGs found in group Novel compared to Control or group Familiar (Fig. 4a,c). DEGs in group Familiar compared to Control were enriched in extracellular matrix and structure organisation, as well as genes relating to neuronal action potentials and transcription (Fig. 4b). 

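The paper used DAVID for this enrichment, which needs a database that was not at hand, so fixed lists of genes were tested in its place. The table of Familiar against Control holds 45 genes named as collagens. Their median log2 fold change at k = 4 was 0.26, above every one of 10000 random lists, and 33 of them were higher in Familiar. Of the 45 genes, 9 were DEGs (8 higher), with an odds ratio of 6.54 against other genes (Fisher's exact test, adjusted p = 1.17e-04). Col3a1, by the authors' table, had a log2 fold change of 0.61, Col6a3 of 0.68 and Col1a1 of 0.43, the 3 with an adjusted p under 0.05. Col23a1 was lower in Familiar, at -1.19 in that table. The median changed little between settings (0.26 after upper quartile normalization), but the number of DEGs did not stay, with 1 before RUVSeq, which was lower in Familiar, 2 at k = 1 (1 higher) and 6 at k = 3 (5 higher). DEGs among 82 to 85 potassium channel genes were 2 for each group against Control.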

Pathway analysis showed enrichment of genes involved in ribosome pathways when group Novel was compared to Control (*p* = 1.30E-03) or Familiar (*p* = 2.10E-04) while significant pathways for group Familiar compared to Control were extracellular matrix receptor interaction (*p* = 1.30E-03) and focal adhesion (*p* = 1.80E-02).

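Ribosomal proteins were tested as 85 identifiers named Rps or Rpl. In the new-object group against Control, 9 were DEGs, all lower than in Control, an odds ratio of 4.40 against other genes (Fisher's exact test, adjusted p = 0.00114). The median log2 fold change was -0.18, below every random list. Rps23 had a log2 fold change in the authors' table of -0.53, Rpl21 of -0.70 and Rpl27a of -0.44, the 3 with an adjusted p under 0.05. The median was as low after upper quartile normalization (-0.18), where 0 ribosomal proteins were DEGs. In Familiar against the new-object group the median was 0.082, at percentile 99.3. There 3 were DEGs, Rps12 and Rpl8 higher and Rpl32 lower in Familiar, with an odds ratio of 1.43 (Fisher's exact test, p = 0.473, adjusted p = 0.672). These 3 genes were named after their values were seen. For the matrix, a list of 32 genes of matrix proteins and modifying enzymes other than collagens held 4 DEGs in Familiar against Control, all higher, an odds ratio of 3.71 (Fisher's exact test, p = 0.0299, adjusted p = 0.0673). Its median log2 fold change was 0.17, at percentile 99.99.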

**Fig. 4:**
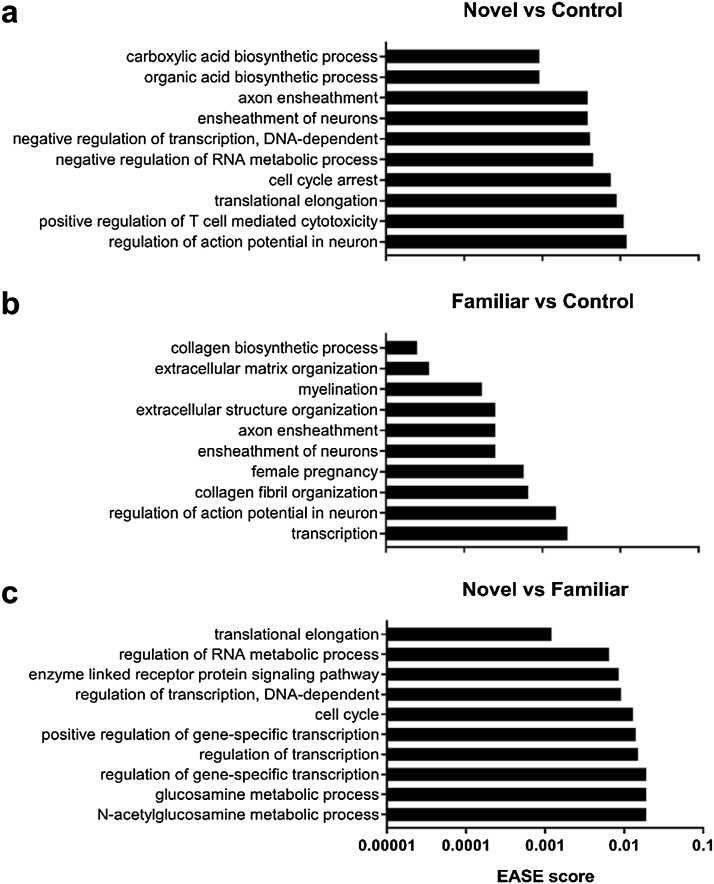
Gene ontology analysis. Top 10 significantly (EASE score < 0.05) enriched gene ontology terms amongst DEGs from each comparison are shown.

Potential and confirmed interactions between DEGs were visualised using the STRING tool (Fig. 5, Supporting Figs. 3,4). For all the comparison between groups Novel, Familiar and Control, clusters of DEGs were found associated with transcription, translation and protein processing. 

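The table of Familiar against the new-object group holds 85 genes named as potassium channels. At k = 4 3 of them were DEGs, all of the ether-a-go-go family. By the authors' table, Kcnh5 (ENSRNOG00000009542) had a log2 fold change of -0.53 and Kcnh2 (ENSRNOG00000009872) of -0.32, while Kcnh6 (ENSRNOG00000008078) was higher in Familiar at 0.79. Adjusted over all genes, their p was 0.236, 0.262 and 0.258. Potassium channels were not more often DEGs than other genes, with an odds ratio of 1.43 (Fisher's exact test, p = 0.473), and 0 were DEGs at k = 1. The 3 genes were named after their values were seen.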

For the Familiar vs Novel comparison a small cluster of potassium channel-related genes was also detected. DEGs upregulated in Familiar compared to Control showed further interactions between genes coding for extracellular matrix proteins.

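Of the DEGs higher in Familiar than in Control, 8 were collagens and 4 came from the list of other matrix genes. The 4 were Fn1, Thbs2, Fbln1 and Hapln1, named here because they were the DEGs of that list. Their log2 fold changes in the authors' table at k = 4 were 0.40 for Fn1 (adjusted p = 0.00152), 0.65 for Thbs2, 0.33 for Fbln1 and 0.36 for Hapln1, the last 3 with an adjusted p between 0.0575 and 0.142. The number of matrix genes other than collagens among the DEGs was 1 after upper quartile normalization and 2 at k = 3. The rise was not confined to Familiar. In the new-object group against Control, Hapln1, Postn and Tnc of the same list were DEGs at k = 4, named for the same reason. Their log2 fold changes in the authors' table were 0.65 (adjusted p = 1.40e-04), 1.21 and 0.34. Genes marking the fibroblasts of the meninges, the membranes that cover the cortex, were also higher in Familiar. Of 20 such identifiers 18 were higher than in Control, with a median log2 fold change of 0.41.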

**Fig. 5:**
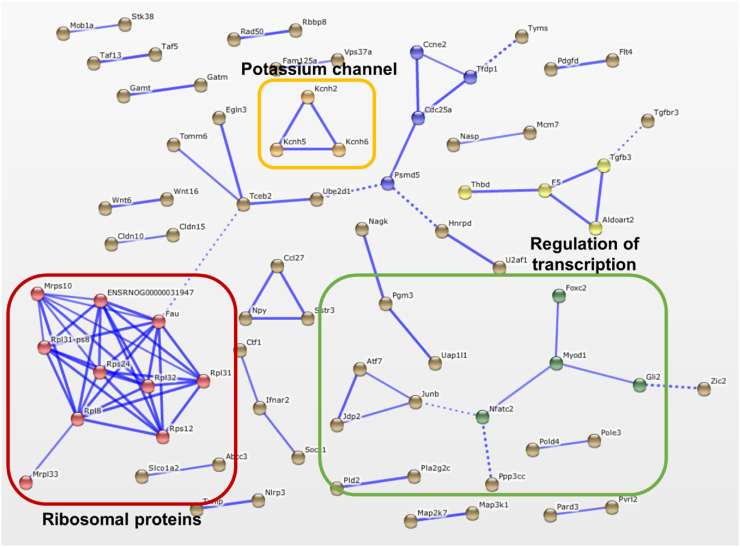
Predicted gene interactions. Interactions between the DEGs detected between groups Familiar and Novel. Thicker lines represent stronger associations. Different colours denote different interaction clusters.

### 3.4 Differential expression of transcription factors and immediate early genes

The RNA sequencing data was further analysed to examine the effects of exposure to novel or familiar objects on the expression levels of transcription factors and immediate early genes associated with recognition memory processes in the perirhinal cortex [5], [6], [7], [8], [9], [10], [11]. For most of these transcription factors an increase in gene expression was observed in group Novel compared to group Familiar or Control (Fig. 6a). 

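The 6 genes tested were Arc, Creb1, Egr1, Fos (c-Fos), Nr4a1 and Nr4a2. Against Control, 5 of them were higher in the new-object group at k = 4, all but Nr4a2. Against Familiar, 3 were higher in the new-object group (Arc, Creb1 and Egr1) and 3 lower (Fos, Nr4a1 and Nr4a2). The log2 fold changes of Familiar over the new-object group lay between -0.22 and 0.26 in the authors' table. A wider list of 23 activity-regulated genes had a median log2 fold change of 0.35 in the new-object group and 0.30 in Familiar, both against Control and both above every random list. Between Familiar and the new-object group it was 0.016, at percentile 63.4. The list held 10 and 11 DEGs against Control, all higher, with odds ratios of 28.8 and 24.1 (Fisher's exact test, adjusted p = 8.47e-10 for both).

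**Figure D3:**
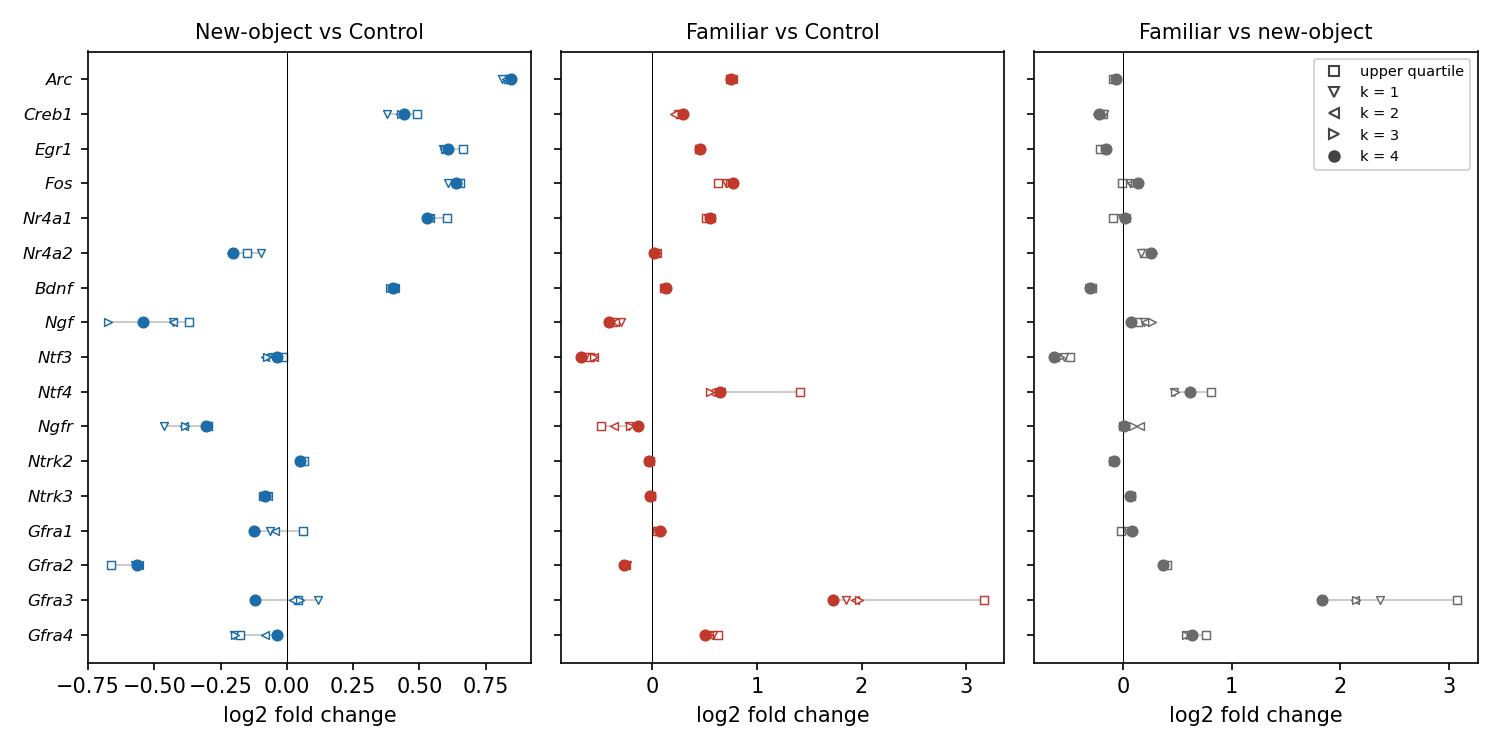
Log2 fold change (x axis) of the recognition memory and neurotrophic signalling genes reported here in the 3 comparisons, filled at k = 4 and open after upper quartile normalization and at k = 1 to 3. Grey lines join the lowest and highest value of a gene, and Gfra3 ranges from 1.83 to 3.08 in Familiar against the new-object group.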

For group Novel a significant and approximately 1.5–2.0-fold upregulation compared to the Control group was observed for *Arc*, *Egr1*, *c-Fos* and *Nr4a1* (*Arc*, *p* = 5.29E-10; *Egr1*, *p* = 1.11E-08; *c-Fos*, *p* = 8.13E-03; *Nr4a2*, *p* = 3.05E-02). 

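As fold changes in the authors' table at k = 4, the increases over Control were 79.8% for Arc, 52.3% for Egr1, 55.7% for Fos (ENSRNOG00000008015) and 44.2% for Nr4a1 (ENSRNOG00000007607). The p of Fos adjusted over all genes was 0.240 and that of Nr4a1 0.0812. When p was adjusted over the list alone, Arc had 3.17e-09, Egr1 3.33e-08, Fos 0.0122 and Nr4a1 0.00193. The log2 fold changes changed little with k. For Fos they ran from 0.61 to 0.65 in the authors' table, but its unadjusted p was under 0.05 in 3 of the 5 settings only. At an adjusted p under 0.05 over all genes 2 of the 6 genes remained, Arc and Egr1, and 5 did when adjusted over the list alone.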

Creb1 transcripts showed a 36% increase which was not significant (*p* = 7.34E-02), while Nr4a2 was significantly downregulated in group Novel (*p* = 9.65E-04).

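Creb1 (ENSRNOG00000013412) was 35.9% higher than in Control in the authors' table, and its p stayed above 0.05 at every k. Adjusted over the list alone it had 0.0734. For Nr4a2 (ENSRNOG00000005600) the authors' table gives a log2 fold change of -0.20 and p = 0.0305, or 0.415 adjusted over all genes and 0.0366 adjusted over the list alone. The decrease had an unadjusted p under 0.05 at k = 4 only. In the authors' table of this comparison a p of 9.65e-04 belongs to Nr4a1. Across the 5 settings the log2 fold change of Nr4a2 ran from -0.21 to -0.099 in the authors' columns.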

**Fig. 6:**
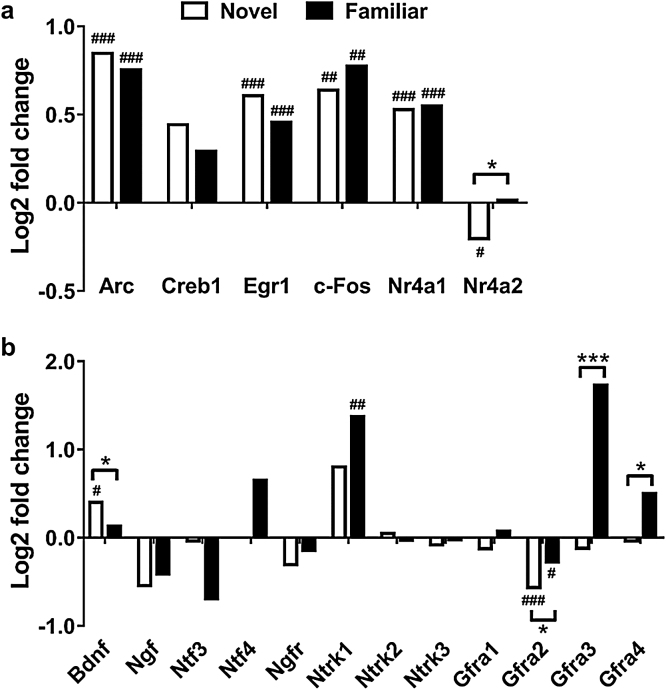
Differential gene expression of memory-related genes. Log2 fold changes of transcripts associated with signalling pathways linked to recognition memory are shown for samples from Novel (*n* = 5) or Familiar (*n* = 5) perirhinal cortices, compared to Control levels (*n* = 4). **a**, Transcription factors and immediate early genes. **b**, Neutrophic signalling genes. Log2 fold changes were significant for ^#^*p* < 0.05; ^##^*p* < 0.01; ^###^*p* < 0.001. * indicates significant difference between transcript levels of groups Novel and Familiar for *p < 0.05, ***p < 0.001.

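In Familiar against Control, the authors' table at k = 4 has increases of 68.6% for Arc, 37.1% for Egr1, 70.9% for Fos and 46.3% for Nr4a1. Adjusted over all genes, Arc had 1.37e-05, Egr1 0.00507, Nr4a1 0.0298 and Fos 0.0728. All 4 had an adjusted p under 0.05 when adjusted over the list alone. After upper quartile normalization the p of Arc adjusted over all genes was 0.403, that of Egr1 0.963 and those of Fos and Nr4a1 were 1.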

A similar increase in gene expression for *Arc*, *Egr1, c-Fos* and *Nr4a1 was* observed in group Familiar (*Arc*, *p* = 2.98E-08; *Egr1*, *p* = 3.75E-05; *c-Fos*, *p* = 1.78E-03; *Nr4a1*, *p* = 4.74E-04). Group Familiar also showed a small non-significant increase in *Creb1* transcript levels (*p* = 2.79E-01). Levels of *Nr4a2* mRNA however were unchanged in comparison with Control (*p* = 8.88E-01).

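The log2 fold change of Creb1 in Familiar was 0.29 in the authors' table (adjusted p = 0.776), between 0.20 and 0.29 over the 5 settings. That of Nr4a2 was 0.014 there, and at most 0.044 at any k. A small difference is not excluded.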

Analysis of differential expression between groups Novel and Familiar of transcription factors that have been previously associated with recognition memory formation showed that only Nr4a2 transcript levels were significantly altered between the two groups, with higher expression detected in group Familiar (*p* = 1.52E-02). However, comparison with a database of rat transcription factors showed differential gene expression between Novel and Familiar for a number of additional transcription factors (Table 2); zinc finger proteins in particular were seen to be downregulated in group Familiar compared to Novel.

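For Familiar against the new-object group, Nr4a2 had a log2 fold change of 0.26 in the authors' table at k = 4. Its p was 0.352 adjusted over all genes and 0.0913 adjusted over the list alone, so 0 of the 6 genes passed either adjustment at 0.05, and 1 passed unadjusted. The direction held at all 6 settings, and the unadjusted p of Nr4a2 was under 0.05 at 3 of them, k = 3, k = 4 and k = 5. Arc, Egr1 and Creb1 had log2 fold changes of -0.068, -0.16 and -0.22 in the authors' table. The signs of Fos and Nr4a1 depended on the processing, at 0.14 and 0.016 at k = 4 against -0.0054 and -0.089 after upper quartile normalization in the same table. The paper reasons from matched exploration and food reward in the maze, from the rise of transcription factors tied to recognition memory, and from training that differed between the groups only in the objects. It proposes that DEGs between the groups relate to the relative familiarity of the objects. The paper also reports less total exploration by group Familiar than by the new-object group in the test session. The groups thus differed in exploration as well.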

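The 20 transcription factors of Table 2 all passed an unadjusted p of 0.01 at k = 4, which was the rule of their choice. Adjusted over all genes, 3 had a p under 0.05, Cebpa (0.0328), Gata6 (0.0359) and Junb (0.0494). Their log2 fold changes in the authors' table were 0.70, 1.97 and 0.46. All 20 passed when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. They kept their direction at each of 6 settings, and 2 of them had an unadjusted p under 0.01 after upper quartile normalization. Zinc finger genes were tested as the 319 genes with Zfp, Znf or Zbtb names. Of these 9 were DEGs, 8 lower and 1 higher in Familiar. The other DEGs were 236 higher and 191 lower, a different split (Fisher's exact test, p = 0.0133). This p was 0.314 after upper quartile normalization and 0.0688 at k = 1. DEGs were not more frequent among zinc finger genes than among others (odds ratio 1.14, Fisher's exact test, p = 0.715). Over all 319 genes the median log2 fold change was -0.011, at percentile 5.98 of random lists, with 167 lower and 152 higher. The lowest log2 fold changes among these DEGs in the authors' table were those of Zfp458 (-0.77), Znf711 (-0.76, listed there as Zfp711) and Zfp870 (-0.75).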

**Table 2:** Transcription factors with significantly different transcript levels between Novel and Familiar. For the comparison between the perirhinal transcriptomes of groups Novel and Familiar the DEGs that are transcription factors are listed, including the family of transcription factors they are classed in. bHLH, basic helix-loop-helix; bZIP, basic leucine zipper; C/EBP, CCAAT-enhancer-binding protein; E2F, E2 factor; PR, progesterone receptor; RHD, Rel homology domain; ZBTB, zinc finger and BTB domain containing; zf, zinc finger.

	Ensembl ID	Name	Family	*p* value	Log2 FC
↑	ENSRNOG00000023433	Gata6	zf-GATA	<0.001	1.97
	ENSRNOG00000011306	Myod1	bHLH	<0.001	1.34
	ENSRNOG00000012175	Nfatc2	RHD	0.001	0.96
	ENSRNOG00000007261	Gli2	zf-C2H2	0.005	0.78
	ENSRNOG00000010918	Cebpa	C/EBP	<0.001	0.70
	ENSRNOG00000015269	Atf7	C/EBP	0.003	0.53
	ENSRNOG00000006831	Pgr	PR	0.004	0.50
	ENSRNOG00000042838	Junb	TF_bZIP	<0.001	0.46
	ENSRNOG00000000974	Zfp358	zf-C2H2	0.002	0.45
	ENSRNOG00000008224	Jdp2	TF_bZIP	0.006	0.40

↓	ENSRNOG00000019222	Tfdp1	E2F	0.004	−0.33
	ENSRNOG00000002163	Klf3	zf-C2H2	0.005	−0.33
	ENSRNOG00000015925	Zfp131	ZBTB	0.003	−0.33
	ENSRNOG00000017863	Zeb1	Homeobox	<0.001	−0.34
	ENSRNOG00000016971	Znf612	zf-C2H2	<0.001	−0.35
	ENSRNOG00000001099	Rbak	zf-C2H2	0.001	−0.47
	ENSRNOG00000020762	Zfp260	zf-C2H2	0.004	−0.52
	ENSRNOG00000030416	Zfp870	zf-C2H2	0.001	−0.75
	ENSRNOG00000022391	Znf711	zf-C2H2	0.004	−0.76
	ENSRNOG00000017986	Zfp458	zf-C2H2	0.001	−0.77

### 3.5 Differential expression of neurotrophic signalling genes

Fig. 6b shows the changes in levels of transcripts associated with neurotrophic signalling genes. For group Novel a significant upregulation of *Bdnf* transcripts (*p* = 1.08E-02) and a downregulation of transcripts for GDNFα family receptor *Gfra2* (*p* = 4.01E-05) were observed. 

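The list of neurotrophic signalling genes held 12 genes, of which Ntf4 was absent from the table of the new-object group against Control. Bdnf (ENSRNOG00000047466) had a log2 fold change of 0.40 in the authors' table at k = 4. Its p was 0.268 adjusted over all genes and 0.0596 adjusted over the list alone. Gfra2 (ENSRNOG00000014010) had a log2 fold change of -0.56 in the authors' table, with adjusted p = 0.0117 over all genes and 4.41e-04 adjusted over the list alone. For Gfra2 the decrease had an unadjusted p under 0.01 in all 5 settings. The unadjusted p of Bdnf was under 0.05 in 4 of the 5, all but upper quartile normalization, and its log2 fold change ran from 0.39 to 0.41 in the authors' columns. The sign of Gfra3 was not stable, with -0.12 at k = 4 and between 0.024 and 0.12 at the other settings of that table.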

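For group Familiar against Control, the authors' table gives Gfra3 (ENSRNOG00000020309) a log2 fold change of 1.73. For Gfra2 the same table gives -0.27. Adjusted over all genes, p was 6.03e-04 for Gfra3 and 0.335 for Gfra2, and adjusted over the list alone it was 3.18e-05 and 0.116. The error implied by the fold change and p after upper quartile normalization was at percentile 86.8 of all genes for Gfra3. Its log2 fold change was larger before RUVSeq, at 3.17 in the authors' columns. The number of reads behind it is not given there.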

In the perirhinal cortex of group Familiar, receptors *Ntrk1* (*p* = 6.60E-03) and *Gfra3* (*p* = 2.65E-06) were upregulated while *Gfra2* was downregulated (*p* = 2.90E-02).

When groups Novel and Familiar were compared, significant differences in the levels of *Bdnf* and of GNDF receptors were observed. 

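Between Familiar and the new-object group, 4 of the 12 genes had an unadjusted p under 0.05 at k = 4, and 1 did after adjustment over all genes. For Bdnf the authors' table gives a log2 fold change of -0.30 in Familiar. Its p was 0.496 adjusted over all genes and 0.129 adjusted over the list alone. The log2 fold change stayed between -0.31 and -0.29 over 6 settings of that table, 2 of which had an unadjusted p under 0.05. Bdnf in Familiar differed from Control by 0.13 on the log2 scale in the authors' table (adjusted p = 0.871).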

*Bdnf* mRNA levels were higher in the Novel condition (*p* = 4.31E-02). In contrast, transcripts levels of *Gfra2* (*p* = 6.90E-03), *Gfra3* (*p* = 3.64E-05) and *Gfra4* (*p* = 3.71E-02) were higher in group Familiar.

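Gfra2 was higher in Familiar by 0.37 on the log2 scale, Gfra3 by 1.83 and Gfra4 (ENSRNOG00000021241) by 0.64, from the authors' table. The p of Gfra3 was 0.0212 adjusted over all genes, while Gfra2 had 0.257 and Gfra4 0.479. Adjusted over the list alone, Gfra3 had 4.37e-04, Gfra2 0.0417 and Gfra4 0.129. Gfra2 and Gfra3 had an unadjusted p under 0.05 at all 6 settings, and Gfra4 at k = 4 only. Gfra1, the remaining receptor, had a log2 fold change of 0.080 in that table, which was -0.014 before RUVSeq.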

### 3.6 Alternative splicing

Genes coding for proteins involved in splicing were found to be significantly altered after exposure to novel or familiar objects and we therefore interrogated our data for alternative splicing events (Table 3). 

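Genes of the splicing machinery were tested as 113 genes chosen by name (families such as Srsf, Hnrnp and Snrp), a list written after the data were seen and before it was tested. There were 2 DEGs among them for the new-object group against Control, 3 for Familiar against Control and 4 for Familiar against the new-object group. The odds ratios against other genes were 0.658, 0.704 and 1.44, with p = 0.772, 0.802 and 0.369 by Fisher's exact test. The 4 DEGs between Familiar and the new-object group, named after their values were seen, were Sart1, Hnrnpd, U2af1 and Hnrnpab, all higher in Familiar. In the authors' table the log2 fold changes of the last 3 were 0.34, 0.39 and 0.42, with an adjusted p from 0.111 to 0.192. Hnrnpab was lower in the new-object group than in Control, at -0.48 in that table. Of the 9 identifiers of the genes in Table 4, 0 were DEGs by total level in Familiar against the new-object group, and 0 had an unadjusted p under 0.05. The tables hold no values per exon, so the splicing events themselves cannot be recounted.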

The number of total alternative splicing events was increased in the two experimental groups compared to Control, with the highest occurrence of alternative splicing detected in group Familiar. In all groups the predominant alternative splicing event was exon skipping. The largest relative increase in alternative splicing events in groups Novel and Familiar compared to Control was caused by intron retention, which was increased by over 30% in both groups. While the number of genes whose transcripts underwent alternative splicing was also increased in Novel or Familiar compared to Control, no difference in the number of alternatively spliced genes was detected between groups Novel and Familiar. Examined over all types of alternative splicing, 508 genes showed differences in the number of alternative splicing events of their transcripts between groups Novel and Familiar. This was predominantly due to changes in the number of exon skipping events (262 genes). For 8 of these genes there was a significant difference in exon skipping events between Novel and Familiar (Table 4). Furthermore, a significant enrichment of gene ontology terms related to the regulation of the cytoskeleton, cell projection and mRNA processing was observed for those genes whose transcripts showed altered alternative splicing when groups Novel and Familiar where compared (Fig. 7).

**Fig. 7:**
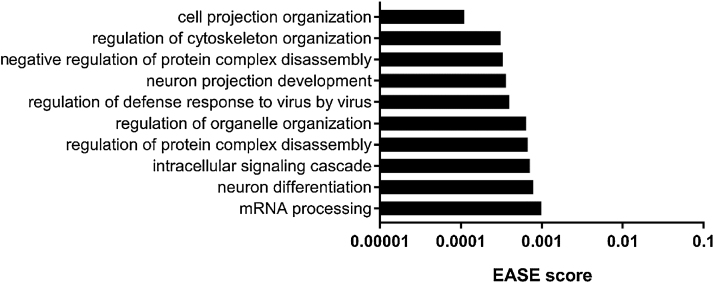
Gene ontology analysis of differentially alternatively spliced genes. Top 10 significantly (EASE score < 0.05) enriched gene ontology terms amongst genes whose transcripts show differences in alternative splicing events between groups Novel and Familiar.

**Table 3:** Alternative splicing events. The numbers of total alternative splicing events as well as of the individual alternative splicing events detected for each rat group are shown (‘Events’). In addition, the number of genes whose transcripts underwent alternative splicing is given (‘Genes’).

	Control		Novel		Familiar	
	Events	Genes	Events	Genes	Events	Genes
Alternative donor	374	122	393	138	453	132
Alternative acceptor	432	156	435	184	505	186
Exon skipping	578	365	677	401	718	392
Intron retention	138	132	184	178	189	179
*Total*	*1522*	*645*	*1689*	*738*	*1865*	*724*

**Table 4:** Differentially spliced genes. Genes with significant differential alternative splicing between groups Novel and Familiar, based on exon-skipping events. *p* values were adjusted for multiple comparisons.

Ensembl ID	Name	Exon coordinates	*p* value	Log2 FC
ENSRNOG00000029450	Adgrb1	7:56754-56793	0.000000	−0.90
ENSRNOG00000029450	Adgrb1	7:56754-56808	0.000000	−0.88
ENSRNOG00000029450	Adgrb1	7:18472-18615	0.000175	−0.74
ENSRNOG00000029450	Adgrb1	7:11557-11730	0.015876	−0.84
ENSRNOG00000060518	LOC257642	14:536-647	0.000000	1.47
ENSRNOG00000015396	Sptan1	3:60928-60945	0.000017	1.59
ENSRNOG00000004067	Nrcam	6:50009-50044	0.000269	1.10
ENSRNOG00000010048	Dctn1	4:6613-6630	0.005025	2.14
ENSRNOG00000002823	Mapk9	10:29129-29200	0.010132	1.50
ENSRNOG00000012482	Ndrg4	19:2503-2541	0.010698	0.65
ENSRNOG00000022802	Tmem184b	7:2964-2954	0.040522	−1.69

## 4 Discussion

Using deep sequencing we examined the perirhinal cortex transcriptome 1 h after a recognition memory task, in which rats were exposed to novel objects or to objects which had been repeatedly presented so as to become familiar. The bow-tie maze task was used as it enables recognition memory to be tested over multiple trials. Rats exposed to highly familiar objects in the test session explored significantly less overall than rats exposed to novel objects, as they had become habituated to the familiar objects. The discrimination ratio was calculated to compensate for these differences in total exploration. As has been observed previously [14], rats in group Novel showed significant discrimination between the novel objects and the objects encountered on the previous trial, while rats in group Familiar did not discriminate between familiar object pairs at the end of the training. Analysis of behaviour in group Familiar over all training session, showed a gradual drop in discrimination values. While group Familiar rats were initially able to discriminate between the less recently seen (last seen in the previous session) and the more recently seen (last seen in the previous trial of the current session) object, they no longer showed recency discrimination toward the end of the training and in the test session, likely due to the high familiarity of the presented objects.

### 4.1 Detection of differences in the transcriptome of rats exposed to novel or familiar objects

The present study sought to examine the transcriptome of recognition memory in rats. The bow-tie maze procedure enables separate groups of rats to be exposed to novel or familiar objects within the same apparatus, with matched exploration patters and food reward. Thus the differential expression of DEGs identified in groups Novel and Familiar in this study is likely to be related to the relative familiarity of the objects and not to nonspecific factors such as levels of attention or locomotor activity. This conclusion is supported by the observation that: (i) there is a significant upregulation of several transcription factors previously shown to be involved in recognition memory function [6], [7]; (ii) the only difference between groups Novel and Familiar were the objects they were exposed to (the behavioural training remained the same) and different DEGs between the behaving groups were identified.

Previous studies that compared gene expression in perirhinal cortices of rats exposed to either novel or familiar 3D objects or 2D images found increases in protein levels upon neuronal activation in response to the novel compared to the familiar stimulus [10], [11], [12], [13], [14], [37], [38]. Intriguingly, when the transcriptomes of groups Novel and Familiar were compared, a higher proportion of genes was found to be upregulated in group Familiar compared to Novel. At first glance, this finding appears to contrast with the observation that familiarity discrimination is mediated by neuronal response reduction in the perirhinal cortex when a stimulus is re-encountered [39]. However, it has been argued that these response reductions are mediated by a long-term depression-like mechanism in the perirhinal cortex [40], [41], the induction and maintenance of which will necessitate long-term changes in gene expression profiles. Further it has recently been reported that there are differences in the neuronal responses to 3D object stimuli presented in an arena compared to 2D computer-generated stimuli presented in the paired-viewing task [42]. It has been argued that these differences may reflect the fact that a high proportion of perirhinal neurons are devoted to processing familiarity information, only a proportion of which alter their response depending on the novelty or familiarity of the stimuli. In addition, all the objects presented to group Familiar had been previously encountered at different times and as the perirhinal cortex has been shown to encode information about the temporal context of an object presentation [11], [43], activation in response to a familiar object may reflect object recency information. Alternatively, the higher gene expression levels in group Familiar may reflect reconsolidation processes, i.e. the reactivation of the memory trace in response to re-exposure to the familiar stimuli, with subsequent new protein synthesis to ensure that the memory trace remains in long-term memory. Reconsolidation processes have been shown to correlate with an increased expression of certain genes [44], [45], [46], similarly to consolidation of memory, which we expect to occur in the group Novel perirhinal cortices. A reconsolidation of recognition memory traces in the perirhinal cortex of group Familiar rats would be in agreement with the observed lack of reduction of transcriptional activity in the Familiar condition, compared to Control and Novel.

### 4.2 Effects on transcription and translation-related genes

In the present study, gene ontology, pathway and protein interaction analyses as well as the examination of highly significant genes provided consistent results and together suggest that genes controlling transcription, translation and RNA processing were activated following exposure to both novel and familiar stimuli, compared to Control, while genes controlling transcription, translation, splicing and cell–cell communication were differentially activated between groups Novel and Familiar.

The observation that transcription and translation-related processes were enriched among detected DEGs correlates with previous findings that both transcription and translation are required for recognition memory function and that an increase in levels of transcription factors and immediate early genes occurs during consolidation of recognition memory traces [4], [11], [12], [13]. It also supports the possibility that memory reconsolidation processes occur in the perirhinal cortex in response to the re-presentation of familiar stimuli, as reconsolidation also requires protein synthesis and necessitates the involvement of transcription factors and immediate early genes [44], [45].

Increases or activation of transcription factors and immediate early genes c-Fos [5], [12], [11], [12], [13], CREB [10], Egr1 [5], [7], Arc [6] and Nr4a2 [8] in the perirhinal cortex have previously been associated with recognition memory. In line with these findings, we observed a significant increase in the transcript levels of *c-Fos*, *Egr1* and *Arc* in both groups of rats undergoing the recognition memory task. *Creb1* was also increased in both groups but this did not reach significance, however, previous studies measured levels of activated phosphorylated CREB protein [10] which may not be driven by an increase in the level of *Creb1* transcripts.

While transcription factor Nr4a2 was previously found to be upregulated after an object recognition memory task [8], transcriptomic analysis of the perirhinal cortex in the present study showed a downregulation of *Nr4a2* expression following exposure to novel objects compared to familiar objects and the Control group. In contrast, *Nr4a1* a second member of the Nr4 nuclear receptor family, which has previously been associated with object location but not object recognition memory [8], was found to be significantly upregulated in groups Novel and Familiar compared to Control. The lack of agreement with previous findings may be related to differences in quantification, as the earlier study measured Nr4 nuclear receptor expression level at protein level, rather than measuring transcripts. Therefore, further validation and investigation of these two transcription factors may be necessary.

The possibility cannot be excluded that the up- or downregulation of those genes that were significantly altered in *both* Novel and Familiar, compared to Control levels, could be due to the rats undergoing an active task rather than because they were specifically exposed to novel or familiar stimuli. The advantage of the bow-tie maze approach lies in the possibility of investigating differences between rats consolidating novel memory traces and those exposed to familiar objects or reconsolidating familiar memory traces. While both Novel and Familiar groups showed increases in transcription factors at mRNA levels in the perirhinal cortex, it is of particular interest to investigate differences between the two groups. Comparison with a database of known transcription factors highlighted 20 further transcription factors that were differentially expressed between the two groups and warrant further investigation.

### 4.3 Effects on neurotrophic signalling genes

In line with previous studies [17], [18], there was a significant increase in levels of *Bdnf* in group Novel compared to Familiar and Control. Additionally, we observed that GDNF family receptors were differentially expressed at mRNA level between rats exposed to novel objects and rats that explored familiar objects. Previous studies have shown that components of the neurotrophic signalling pathway may be important for memory function [15], [16], [17], [18]. Neurotrophic tyrosine kinase receptors in the cell membrane activate downstream signalling pathways such as the ERK/MAPK pathway which is required for recognition memory [7], [15], [47] and these receptors are activated by neurotrophins including BDNF and GDNF. As the four GDNFα receptor subtypes vary in their affinity to different neurotrophic ligands [48], it is possible that the sensitivity of perirhinal neurons to different GDNF family ligands may be regulated in response to novel or familiar stimuli. Our data suggests that the role of the neurotrophic signalling pathway in recognition memory merits further investigation.

### 4.4 Effects on extracellular matrix genes

A further class of genes that was found to be enriched among DEGs in the Familiar perirhinal cortex compared to Control and Novel were genes associated with the extracellular matrix which were found to be both up and downregulated. Perineuronal nets, a layer of condensed extracellular matrix found around soma and proximal dendrites of neuronal subpopulations, have been shown to be important for the regulation of synapse formation and adult plasticity in the central nervous system (reviewed in [49]. In the perirhinal cortex, depletion of perineuronal nets has been shown to improve recognition memory function and to facilitate perirhinal long-term depression [50]. Our data support the hypothesis that the extracellular matrix plays an important role in recognition memory and suggests that investigating genes and proteins involved in extracellular matrix and perineuronal nets within the perirhinal cortex may further our understanding of the molecular processes underlying recognition memory.

### 4.5 Effects on alternative splicing

Genes related to alternative splicing were enriched among the DEGs. These included snoRNAs that, in addition to their role in RNA modification (reviewed in [51]), have also been shown to modulate alternative splicing [52]. We investigated whether there were any changes in alternative splicing among the detected transcripts. There was a distinct increase in the number of alternative splicing events and alternatively spliced genes in the animals undergoing the recognition memory task. While there was an increase in the total number of splicing events in the perirhinal cortex of group Familiar compared to Novel, the number of alternatively spliced genes hardly changed. A possible explanation for this observation is that the large increase in alternative splicing events in group Familiar is caused by additional alternative splicing events on those transcripts that also undergo some alternative splicing in the Novel condition.

Exon skipping was identified as an alternative splicing event which showed significant differences between groups Novel and Familiar. Of those genes that showed significant differential splicing, adhesion G protein-coupled receptor B1 (Adgrb1), Ngcam-related cell-adhesion molecule (Nrcam) and N-myc downstream-regulated gene 4 (Ndrg4) have been shown to be required for hippocampus-dependent spatial learning and memory [53], [54], [55]. Both Adgrb1 and Nrcam are located at the synapse and are thought to play a role in synapse formation and function [56], [57], [58]. Adgrb1 as well as Ndrg4 regulate the ERK/MAPK signalling cascade [58], [59], which has been implicated in recognition memory function in the perirhinal cortex [47]. Moreover, *Mapk9* exon usage was also found to be significantly different between Novel and Familiar.

Alternative splicing has been shown to be a critical post-transcriptional process in the nervous system [60]. By increasing functional diversity of synaptic proteins, alternative splicing could contribute to the formation and plasticity of synapses, allowing them fulfil very specific function whilst retaining their diverse properties. Despite its potential significance, the role of alternative splicing in recognition memory has not been explored so far. Taken together our results suggest that alternative splicing may mediate the expression of RNA transcripts important for recognition memory consolidation and potentially reconsolidation processes in the perirhinal cortex.

## 5 Conclusion

In summary our data revealed a multitude of gene expression differences in the rat perirhinal cortices following a recognition memory task, including differences in genes that have thus far not been explored in the context of recognition memory. With regard to the hypotheses defined at the start of the study we have found firstly that transcription factors are significantly altered following exposure to novel objects as well as following exposure to familiar objects. Secondly, neurotrophic signalling pathway genes are differentially altered in the perirhinal cortex of rats that have explored novel or familiar objects and we have identified GDNF family receptors as potential genes of interest. Thirdly, we observed that alternative splicing occurred in the perirhinal cortex and may therefore contribute to regulatory processes underlying recognition memory consolidation. In addition, genes coding for proteins that form the extracellular matrix were identified as differentially expressed, which points towards a potential role of this dynamic structure in perirhinal recognition memory consolidation.

While not all genes previously associated with recognition memory were found to be differentially expressed, it is important to note that this study produced a snapshot of the transcriptome of the caudal perirhinal cortex at a single time point after the memory task. Analysis of further time points may provide a better understanding of the genes involved in the (re-)consolidation processes that occur after exposure to novel (or familiar) objects and which thus mediate recognition memory formation. New more selective techniques, such as translating ribosome affinity purification (TRAP) [61], could be used to refine which transcripts are analysed, firstly by examining only those transcripts that at that instant are being translated, and secondly by targeting specific cell types within a tissue.

To conclude, this study provides a proof of concept that analysing the transcriptome after a behavioural task using deep sequencing can provide new insights and may be an enriching tool to investigate novel potential target genes.

## Conflict of interest

The authors declare no competing financial interests.

# Supplementary material for: Recognition memory-induced gene expression in the perirhinal cortex: A transcriptomic analysis
**Source:** Behav Brain Res. 2017 Jun 15;328:1–12. doi: 10.1016/j.bbr.2017.04.007
**Supplement:** Supplementary file 1

**Recognition memory-induced gene expression in the perirhinal cortex: a transcriptomic analysis.**

Scott, H., Rogers, M.F., Scott, H.L., Campbell, C., Warburton, E.C. and Uney, J.B.

SUPPORTING INFORMATION

Figure legends

**Supporting Figure 1 – Recency discrimination of group Familiar rats.** Discrimination ratios of group Familiar rats are shown as means ± s.e.m. over all 12 training sessions and the final test session. Apart from the first session, in which all objects were novel to the rats, the discrimination ratio reflects recency discrimination between two familiar objects, one last seen on the previous trial, the other last seen in the previous session. Significance from a discrimination ratio of zero is shown: ^#^*p* < 0.05, ^##^*p* < 0.01, ^#^*p* < 0.001.

**Supporting Figure 2 – Analysis of relative log-expression (RLE) and principal components analysis (PCA) for gene expression comparisons.** The high variability in the raw data appears to be addressed after normalisation using RUVSeq (upper). PCA plots (lower) show that separation is achieved between the groups when we use a general linear model (GLM) with *k* = 4 sources of variation, except for Novel vs Familiar comparison where clear separation is not achieved between the groups after normalisation. **a**, Novel vs Control, **b**, Familiar vs Control, **c**, Familiar vs Novel.

**Supporting Figure 3 – Predicted interactions between DEGs from Novel versus Control comparison.** Thicker lines represent stronger associations. Different colours denote different interaction clusters.

**Supporting Figure 4 – Predicted interactions between DEGs from Familiar versus Control comparison.** Thicker lines represent stronger associations. Different colours denote different interaction clusters.

Supporting Figures

**Supporting Figure 1**

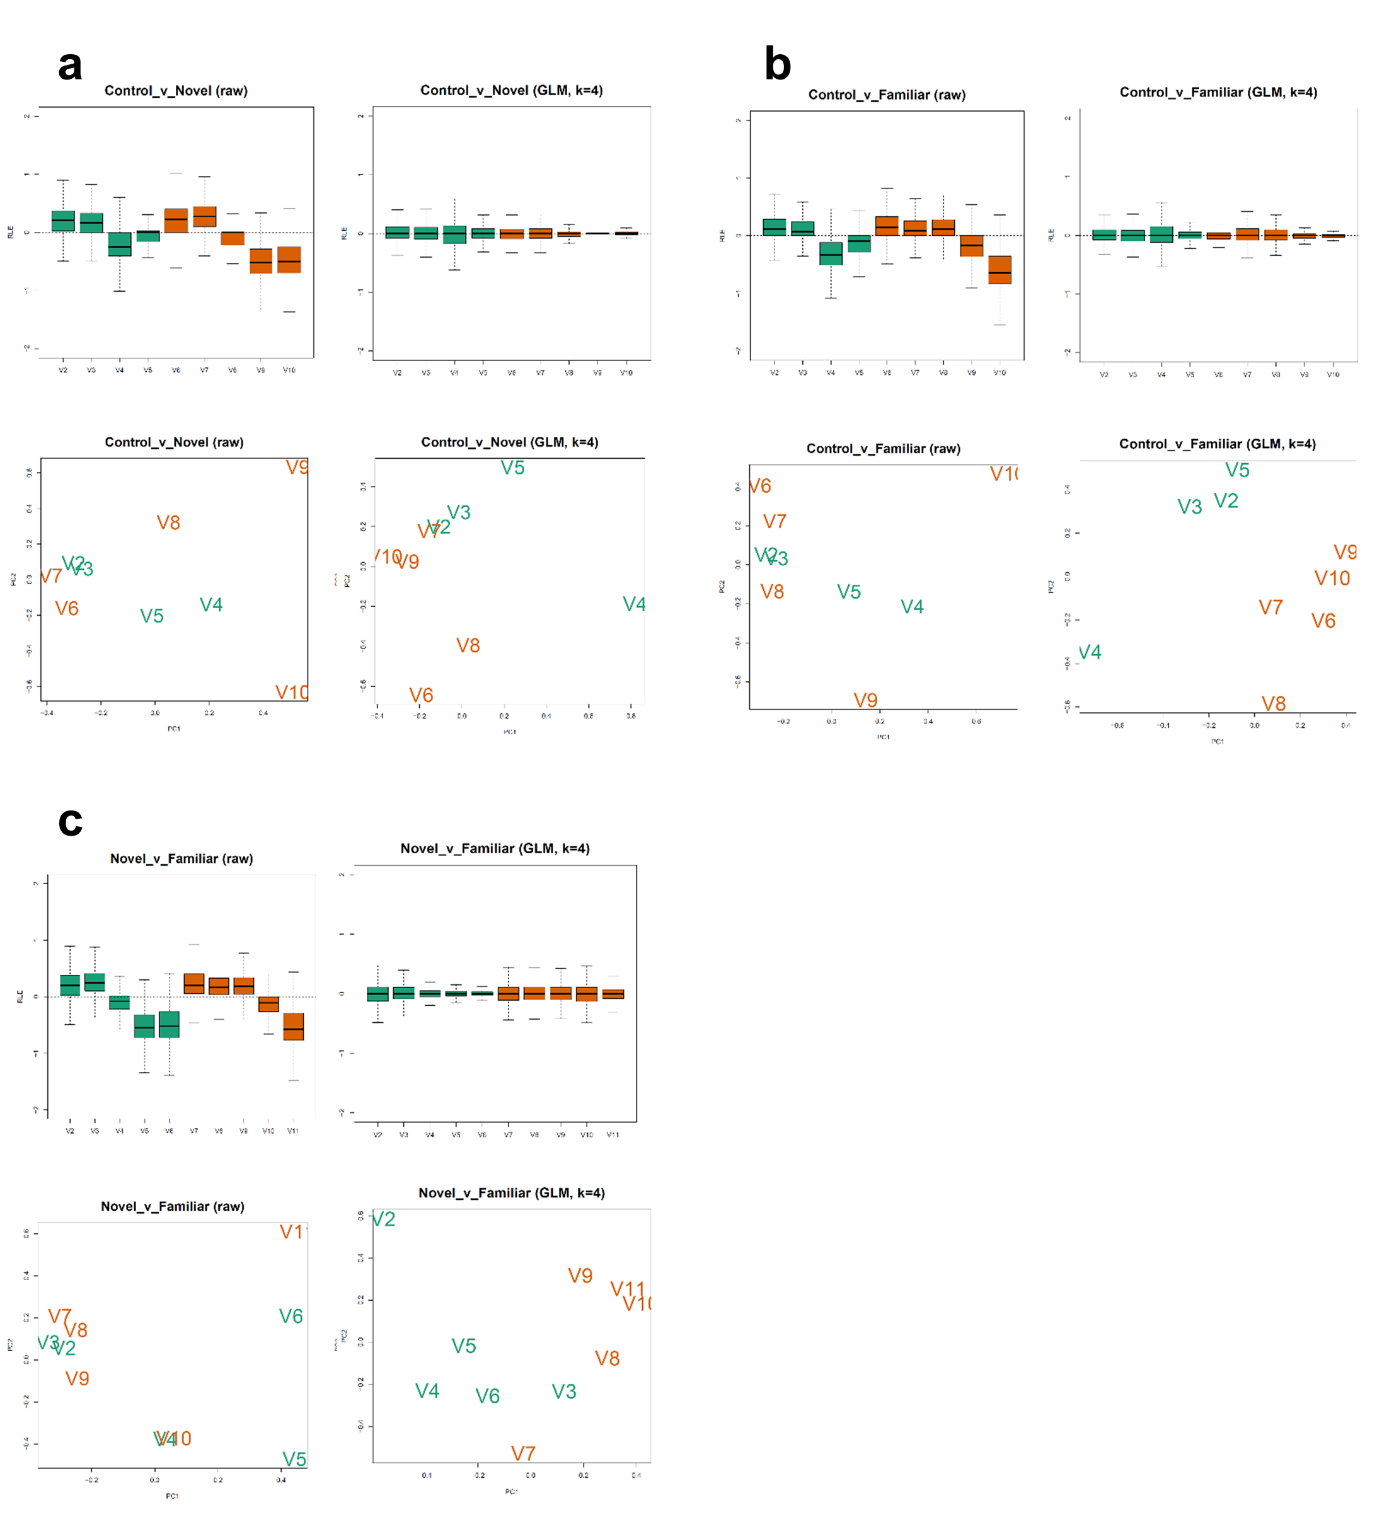

**Supporting Figure 2**

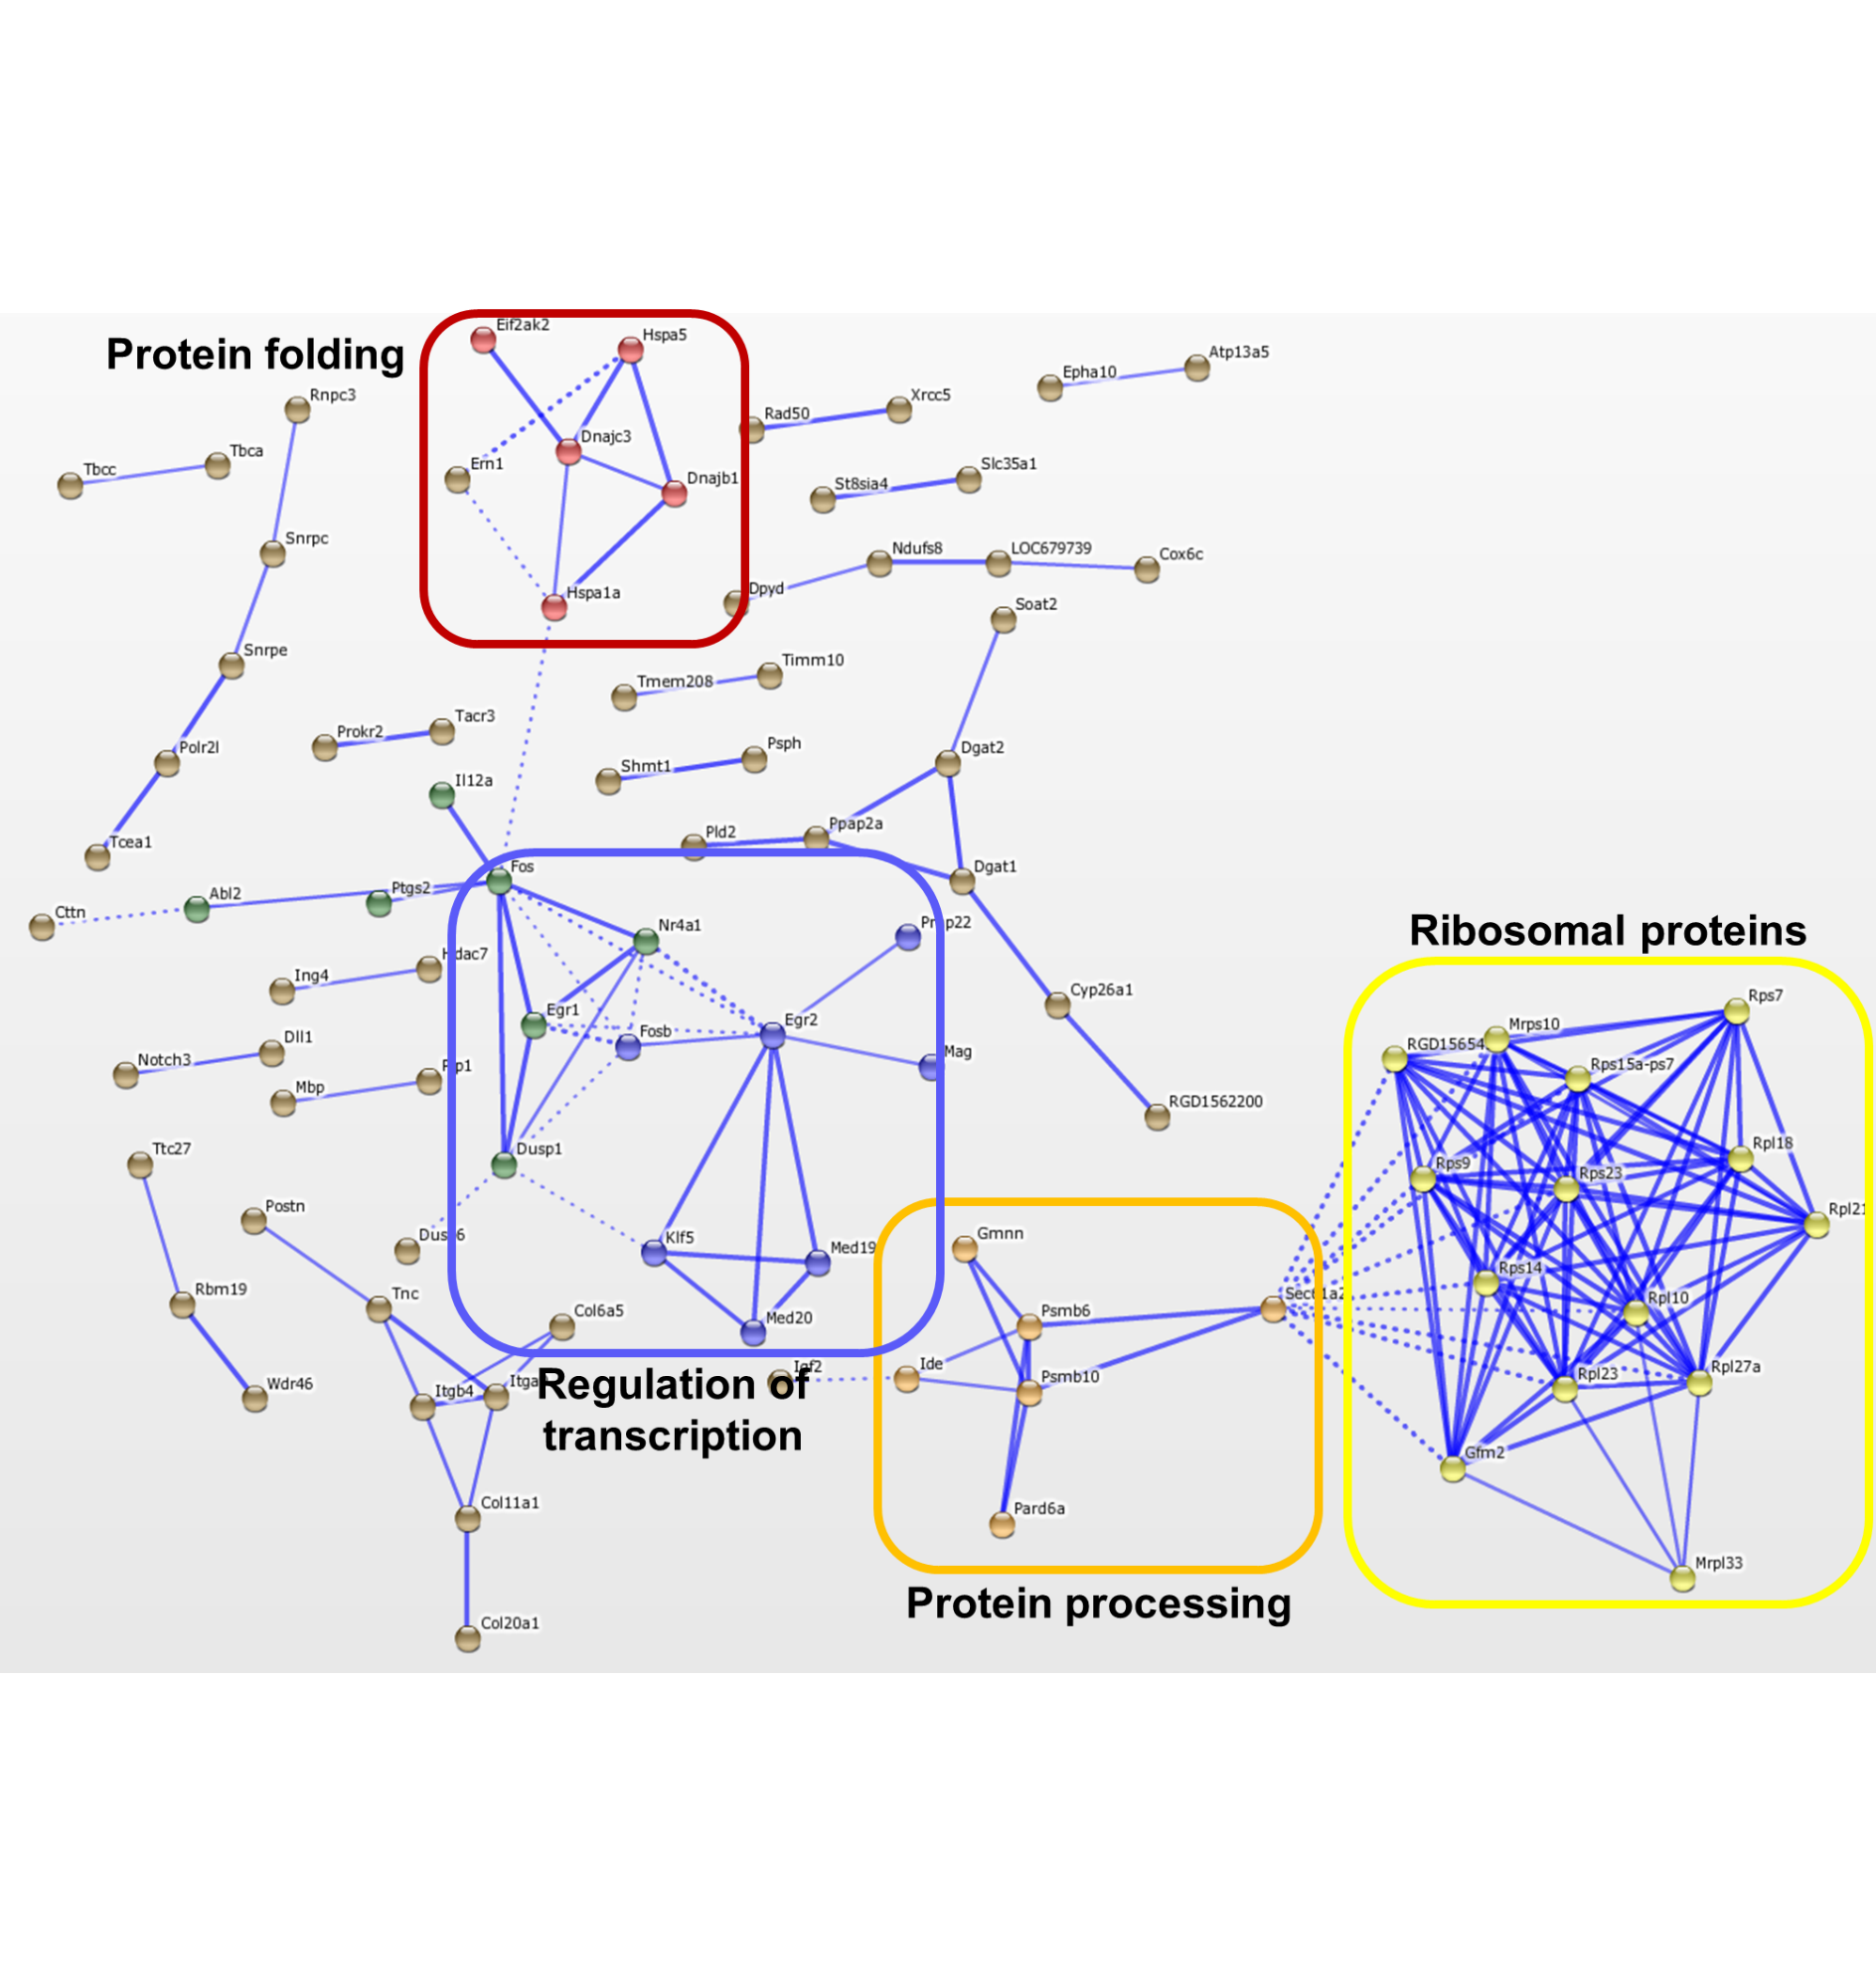

**Supporting Figure 3**

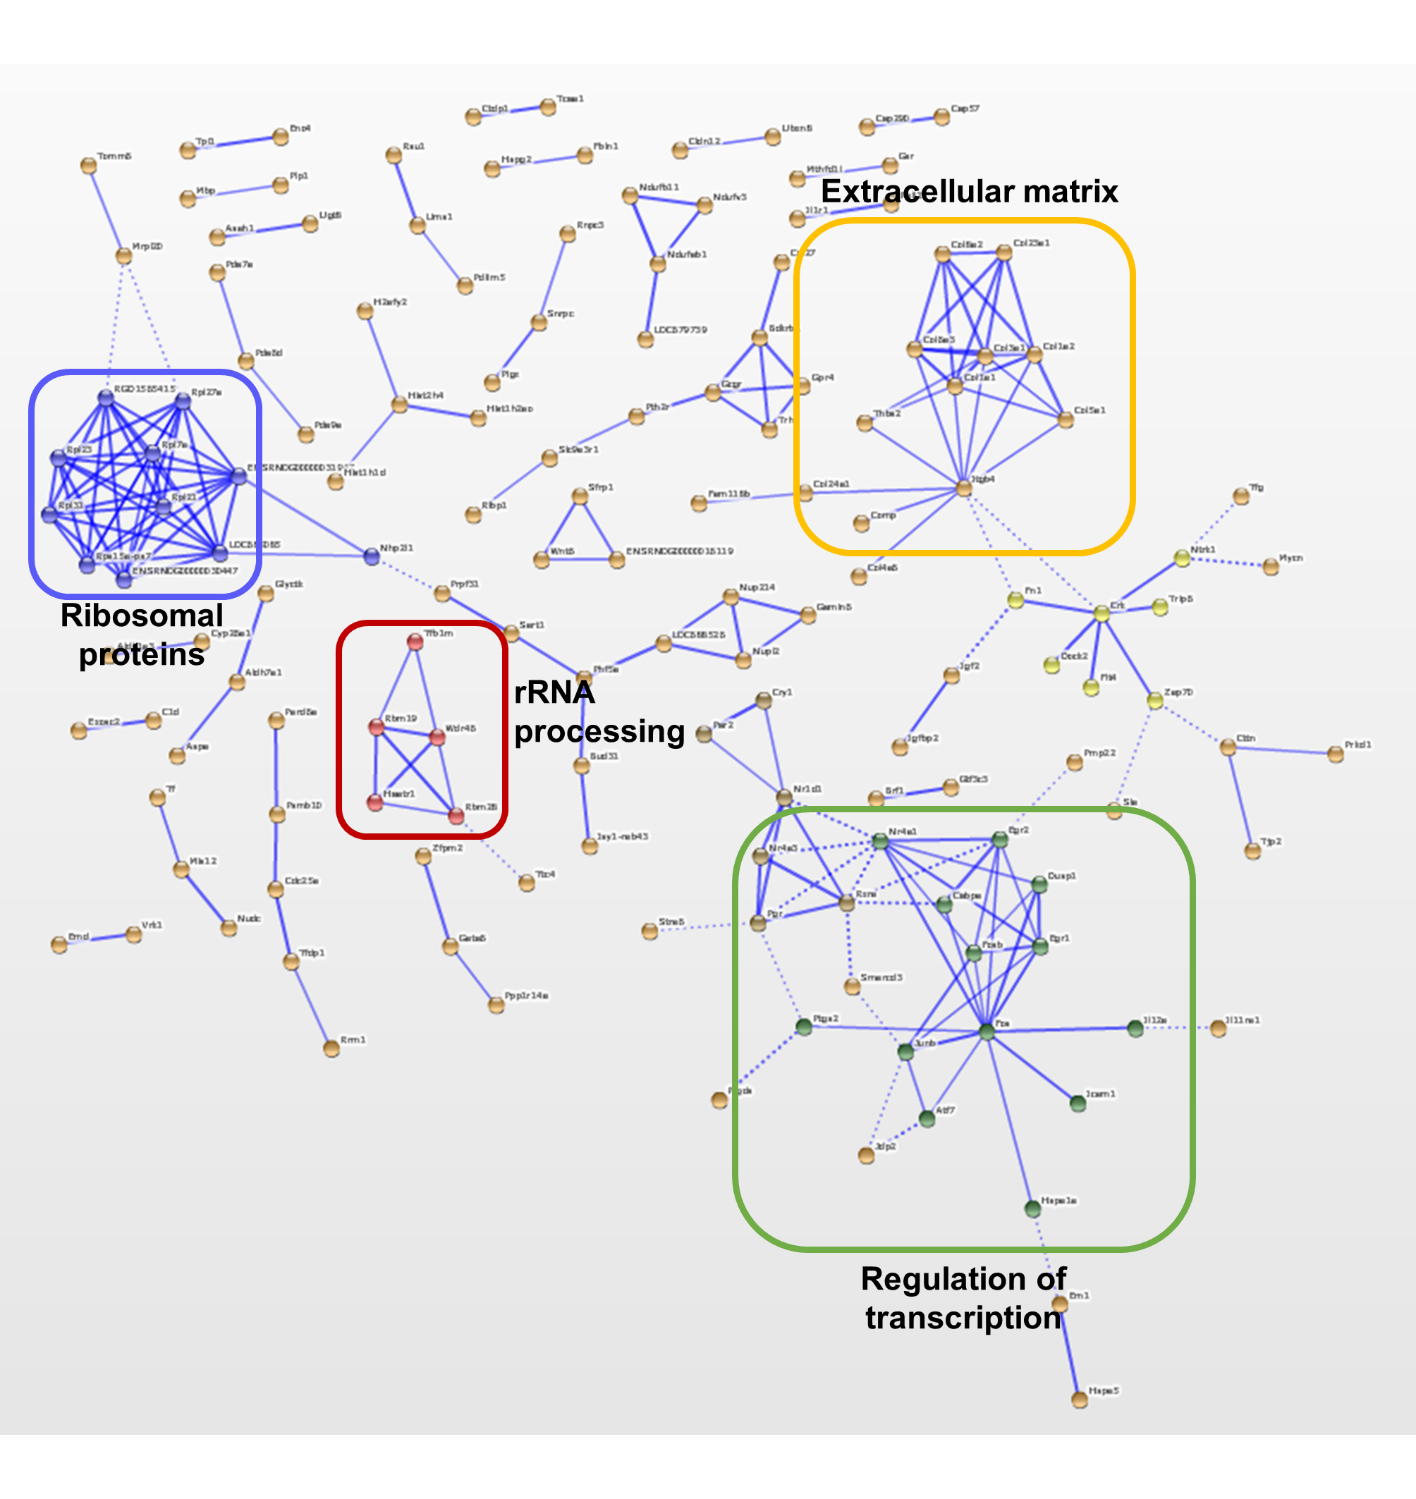

**Supporting Figure 4**

Supporting Tables

**Supporting Table 1 – Cumulative exploration in the bow-tie maze task.** Cumulative exploration of group Novel and group Familiar over all trials during the training sessions and in the test session are presented as means (± s.e.m.). Significant differences in exploration between the two groups are indicated; **p* < 0.05, ***p* < 0.01.

| **Session** | **Group Novel** | **Group Familiar** |
| --- | --- | --- |
| **1** | 294.74 (±18.49) | 321.19 (±12.87) |
| **2** | 253.04 (±17.87) | 217.62 (±18.72) |
| **3** | 217.72 (±24.00) | 192.73 (±19.95) |
| **4** | 193.19 (±29.84) | 175.68 (±24.29) |
| **5** | 269.79 (±16.99) | 237.54 (±27.66) |
| **6*** | 247.45 (±14.92) | 179.02 (±13.83) |
| **7** | 222.44 (±13.43) | 200.64 (±17.42) |
| **8** | 164.35 (±6.65) | 176.27 (±20.15) |
| **9** | 202.20 (±15.74) | 174.18 (±20.90) |
| **10** | 159.19 (±7.06) | 155.28 (±8.25) |
| **11** | 171.30 (±13.49) | 151.23 (±11.85) |
| **12*** | 217.87 (±21.33) | 152.24 (±13.10) |
| **Test**** | 266.79 (±8.61) | 196.12 (±15.76) |

**Supporting Table 2 – Cumulative discrimination in the bow-tie maze task.** Cumulative discrimination, i.e. difference in exploration between the two presented objects, of group Novel and group Familiar over all trials during the training sessions and in the test session are presented as means (± s.e.m.). Significant differences in exploration between the two groups are indicated; **p* < 0.05, ****p* < 0.001.

| **Session** | **Group Novel** | **Group Familiar** |
| --- | --- | --- |
| **1** | 100.70 (±13.30) | 110.21 (±10.82) |
| **2** | 78.32 (±15.17) | 59.68 (±10.50) |
| **3** | 55.41 (±11.58) | 26.39 (±11.28) |
| **4** | 68.04 (±14.09) | 37.73 (±9.49) |
| **5** | 65.96 (±12.09) | 37.08 (±8.06) |
| **6** | 49.80 (±14.07) | 19.88 (±6.58) |
| **7** | 34.86 (±8.84) | 20.57 (±9.93) |
| **8** | 40.13 (±7.87) | 33.06 (±10.06) |
| **9*** | 44.68 (±9.17) | 18.64 (±1.83) |
| **10** | 26.70 (±7.69) | 21.92 (±3.00) |
| **11** | 47.74 (±12.47) | 17.92 (±7.26) |
| **12*** | 45.61 (±7.64) | 15.03 (±7.75) |
| **Test***** | 68.17 (±7.30) | 12.84 (±5.07) |

How the deposited data were processed for this re-analysis (not part of the article)

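RNA from the perirhinal cortex of 14 rats was measured by sequencing, 5 in group Familiar, 5 in the group shown new objects (called the new-object group here) and 4 in group Control. The authors mapped the reads, counted uniquely mapped reads per gene with HTSeq and compared the groups in pairs with edgeR. The deposited processed files used here are the authors' 3 tables, one per pair of groups. The paper states that raw data were deposited as well, and these were not used. Their fold change values are linear ratios of the new-object group over Control, of Familiar over Control and of Familiar over the new-object group, made by the authors with edgeR after upper quartile normalization alone or after RUVSeq with k sources of variation removed. The p values in the same tables are those of the authors' edgeR tests, deposited without adjustment for multiple tests. The tables were checked for missing values, of which there were 0, and for the ratio of each pair of groups following from the other 2.

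The tables hold 0 columns of values per sample. They therefore do not give the depth of each library or the reads behind each gene. No n per gene, spread between rats or test on the samples could be added from them. The analyses written before the data were examined needed values per sample. They were a model of the counts, gene set tests with the limma functions camera and fry, leaving out each replicate, the replicate number as a block and other splits of the samples, and none could be run. In their place the authors' own tests were used at k = 4, the setting the paper reports.

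DEGs were genes with an unadjusted p under 0.01 and a change of at least 25%, which for a decrease meant a fold change of at most 0.8. All p values were adjusted by the Benjamini-Hochberg method over the genes of a table, and for short lists that the paper names also over the list alone. Fold changes were put on the log2 scale. Genes named in the text are every gene the paper names in its results, Fig. 3, Fig. 6 and Table 2, and the 3 DEGs with the smallest p in each direction and comparison. The rule also asked for groups that do not overlap, which could not be checked. Some other genes are marked as chosen after their values were seen. The remaining ones, such as single members of the gene lists, are outside this rule and carry no such mark.

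Lists of genes were made by name pattern (snoRNA, ribosomal protein, collagen, zinc finger, potassium channel) or by hand (other matrix genes, activity-regulated genes, chaperones, and markers of oligodendrocytes, neurons, astrocytes, microglia, vessels, meningeal fibroblasts, choroid plexus, erythrocytes and the mitochondrial genome). These were fixed before the values were seen. Lists of splicing factors, other small RNAs, sensory ganglion, Schwann cells and skeletal muscle were added later, each before it was tested. The median log2 fold change of a list was placed among 10000 random lists of the same size, drawn from 10 bins of the error that a gene's fold change and p at upper quartile imply. DEGs inside and outside a list were compared by the 2-sided Fisher's exact test, adjusted over the 27 tests of 9 lists in 3 comparisons. Both treat genes as independent, which correlated genes are not, so their p values are too small by an unknown amount.

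Overlaps and the effect of removed sources were set against simulated groups with no changed gene. The adjustment of p was checked on simulated values with known errors and large changes. There 89% of changed genes were recovered with 4.81% false calls among the calls. This check does not cover the authors' p values, so it gives no error rate for the genes reported here. Alternatives were upper quartile normalization alone, k = 1 and an adjusted p under 0.05 in place of the DEG thresholds. Added after the data were seen were k = 2, k = 3, k = 5 (present for Familiar against the new-object group only), a decrease threshold of 0.75 and 1 value per snoRNA name. Splicing events and behaviour are not in the tables and were left out. The result of 1 gene is not reported here. Python 3.11.15 was used with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9.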

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

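Of the tests in this part, those on a uniform shrinkage of errors, on the number of reads, on the fifth source of variation and on other small RNAs were chosen after the result was seen.

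For 16 genes that the paper names, the difference between Familiar and the new-object group passed an adjusted p of 0.05 over all genes at k = 4, which tests the difference itself. In the authors' table the log2 fold changes of those higher in Familiar were 1.83 for Gfra3, 1.97 for Gata6, 0.70 for Cebpa, 0.46 for Junb, 0.45 for Sart1, 1.54 for Gabpb2, 2.04 for Pkd1l1, 0.87 for Esyt1 and 1.27 for Sema4c. Those lower in Familiar had -0.48 for Epha7, -0.47 for Shtn1, -0.41 for Hspd1, -0.93 for SNORD65, -1.26 for SNORD2, -0.65 for SNORD14 and -1.54 for SNORD49. All kept their direction at each setting. At k = 3 the adjusted p was over 0.05 for Gfra3 (0.0703), Gata6 (0.0683), Cebpa (0.300), Junb (0.190) and Sema4c (0.187), and without RUVSeq it was over 0.05 for all 16, between 0.690 and 1.

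What the removal of sources does to p was tested on simulated groups with no changed gene. With no simulated source of variation, 4 residual factors removed and a test that did not count them, 6.56% of genes had a p under 0.01 for 5 samples against 5, a larger share than in any of the 3 tables. With 4 simulated sources it was 35.0% on average over 20 repeats. For 5 samples against 5 the lowest repeats were 6.10% with no source and 20.6% with 4, against 3.36% in Familiar against the new-object group. For 5 against 4 they were 8.25% and 18.2%, against 3.82% in the new-object group and 5.11% in Familiar against Control. Every repeat thus gave more small p than the tables hold. That argues against a test that left the removed sources wholly uncounted, in the form simulated. A weaker effect of this kind on the number of small p is not excluded. The paper describes edgeR run on counts already adjusted, while a legend mentions a linear model with 4 sources. Whether the authors' test counted the removed sources therefore stays open. A uniform shrinkage of all errors predicted 532 genes with p under 0.01 in Familiar against the new-object group, where 586 were observed, and 564 of 659 and 745 of 895 in the new-object group and in Familiar against Control. All 3 observed numbers were over 10% above the prediction, which argues against it as the whole cause. The rats' training differed between the groups only in the objects, though the paper reports that group Familiar explored less in the test session. A biological difference stays open and untested here.

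Of the 16 genes, Pkd1l1, Gfra3, Sema4c and Gata6 had the largest implied errors, at percentiles 88.7, 88.3, 87.2 and 85.9 of all genes. For Gfra3, Sema4c, Gata6 and Myod1, a gene of the muscle lineage with a log2 fold change of 1.34 in the authors' table, the median percentile was 86.6. This error is computed from the fold change and p after upper quartile normalization. The genes were picked for their large fold changes, so the error does not test whether few reads in a few libraries decide them. Without reads per rat that cannot be told apart from a change in all rats. RNA from neighbouring tissue was tested with marker lists. The sensory ganglion list, without the genes the paper names, had a median log2 fold change of 0.10 at percentile 64.9 of random lists. The skeletal muscle list had 0.27 at percentile 95.8, inside the middle 95% but near its top, with 7 of 10 genes higher in Familiar. Abundant genes of both tissues moved little, with log2 fold changes in the authors' table of 0.10 for Prph, 0.030 for Sncg, 0.16 for Acta1 and -0.024 for Tnnc2. These values argue against ganglion and muscle RNA as the whole cause, since its abundant genes would rise as well, and a small amount of muscle RNA stays open. The meningeal fibroblast list was at percentile 99.4 in Familiar against the new-object group, so meningeal tissue in some Familiar samples stays open as a candidate explanation for part of these genes. At upper quartile that percentile was 88.2. The perirhinal cortex itself is covered by meninges, and 10 of the 20 identifiers belong to the matrix.

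For the snoRNAs among the 16, recovery of small RNAs in the libraries is a candidate technical explanation. Other small RNAs had a median log2 fold change of 0.15 in Familiar against the new-object group, higher than every random list, while snoRNAs were lower. That argues against a loss of all small RNAs in the Familiar libraries for this comparison. A biological fall of snoRNAs stays open and untested.

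A signal that the paper does not discuss appeared at k = 5, a setting present for Familiar against the new-object group only. The 6 smallest p belonged to 6 unnamed genes (AABR identifiers) with a median log2 fold change of 0.79, from 0.77 to 0.81. At k = 4 their median was 0.82 and their median p was 5.43e-04 in the authors' table, against 1.34e-33 at k = 5. The fold change moved by only -0.036 while p fell by 29.6 orders of magnitude, so the fifth removed source may have taken up the variation between rats that these genes share. Near-equal fold changes are also what copies of 1 sequence would give, which was not tested. No biological explanation was tested.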

How the results depend on the processing

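All alternatives here use the authors' own tables. Those set beforehand were upper quartile normalization, k = 1 and an adjusted p under 0.05, and k = 2, k = 3, k = 5, the decrease threshold of 0.75 and 1 value per snoRNA name were chosen after the data were seen.

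The counts of DEGs were lower with upper quartile normalization, k = 1, k = 2 and an adjusted p. For the new-object group against Control they were 459 at k = 4, 135 with upper quartile normalization, 118 at k = 1, 292 at k = 2 and 150 by adjusted p. For Familiar against Control they were 652, and 174 with upper quartile normalization, 280 at k = 1 and 346 by adjusted p. For Familiar against the new-object group they were 436, and 86 with upper quartile normalization, 123 at k = 1, 266 at k = 2 and 71 by adjusted p. DEGs shared by both comparisons against Control fell from 151 to 24, 27, 73 and 55 in the same order of alternatives. Without RUVSeq 1, 11 and 0 genes passed an adjusted p of 0.05 in the 3 comparisons, where 586, 740 and 502 had an unadjusted p under 0.05. At k = 3 the counts of DEGs by the paper's thresholds, and of those shared by both comparisons against Control, were within 1.5 times those at k = 4, while 57, 177 and 20 genes passed an adjusted p of 0.05. The 477 DEGs at k = 5, and the 387, 578 and 371 with the decrease threshold of 0.75, were also within 1.5 times. The cause was not tested beyond the simulation given above, in which the share of small p also grew with each source removed.

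Among lists of genes, the median of snoRNAs in the new-object group against Control was -0.014 at k = 1, inside the middle 95% of random lists, and that of zinc finger genes in Familiar against the new-object group was -0.033 with upper quartile normalization, outside it. The odds ratio of ribosomal proteins among the DEGs of the new-object group was 0 with upper quartile normalization and 1.74 at k = 1. For collagens in Familiar against Control it was 2.27 with upper quartile normalization, from 1 DEG that was lower in Familiar, 2.88 at k = 1 and 1.71 at k = 2. For the other matrix genes it was 3.23, 1.99 and 2.46 in that order and 2.04 at k = 3, with an unadjusted p of Fisher's exact test over 0.05 at each. At k = 4 it had passed by unadjusted p only (Fisher's exact test, p = 0.0299, adjusted p = 0.0673). Potassium channels had an odds ratio of 0 at k = 1. Where fewer DEGs are called, fewer can fall in a list, and any further cause was not tested. The snoRNA, collagen and ribosomal medians kept their sign at every setting.

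Of the 6 recognition memory genes, 3 had an unadjusted p under 0.05 in the new-object group against Control with upper quartile normalization, 3 at k = 1, and 2 by adjusted p. In Familiar against the new-object group 0 did with upper quartile normalization, at k = 1, at k = 2 and by adjusted p. Of the neurotrophic signalling genes, the counts were 1 with upper quartile normalization and 1 by adjusted p for the new-object group against Control, and 1 by adjusted p for Familiar against Control. Between Familiar and the new-object group they were 2 with upper quartile normalization, 2 at k = 1, 2 at k = 2, 2 at k = 3 and 1 by adjusted p. Of the 20 factors of Table 2, 2 had p under 0.01 with upper quartile normalization, 6 at k = 1, 11 at k = 2, and 3 passed by adjusted p. The cause was not tested.

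Single genes reversed where their change was small. Between Familiar and the new-object group the log2 fold change in the authors' table with upper quartile normalization was -0.0054 for Fos, -0.089 for Nr4a1, -0.0035 for Ngfr and -0.014 for Gfra1, and at k = 1 it was -0.0047 for Nr4a1. In the new-object group against Control it was 0.061 for Gfra1 with upper quartile normalization, and for Gfra3 0.043 with upper quartile normalization, 0.12 at k = 1, 0.024 at k = 2 and 0.048 at k = 3. Of 101 results for named genes, 63 kept direction and side of the threshold with upper quartile normalization, 77 at k = 1, 85 at k = 2, 95 at k = 3 and 72 by adjusted p, while 32, 22, 15, 5 and 29 kept only their direction. At k = 5, which covers 53 of them, 50 kept both, 1 kept only its direction and 2 passed the threshold that had not at k = 4.

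No paired analysis was possible because the tables hold no values per sample, so the replicate block, and the pairing of 1 Familiar and 1 new-object rat per cage that the paper describes, could not be used. For the same reason these alternatives were not run: the likelihood ratio test, DESeq2, no filter or a mean of at least 10, other pseudocounts, leaving out each replicate, all 3 groups in one model, fry, and camera with the estimated correlation. How far single rats carry a result is therefore unknown.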

Differences from the paper's values

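All values here are at k = 4, the paper's setting, and 78 other values of the paper were within the limits of the comparison, rounding for a log2 fold change and 1.5 times for other values. Of these, 3 in the new-object group against Control differ by more than rounding. They are p = 5.65E-09 for Trps1 in the paper and 4.65e-09 in the authors' table, 39% of DEGs higher in the paper and 41.0% here, and 61% lower in the paper and 59.0% here. For Nr4a2 in the new-object group against Control the paper gives p = 9.65E-04 in one place, where the authors' deposited table gives 0.0305. Of the alternatives set before the data were examined that could be run, upper quartile normalization gave 0.515 and k = 1 gave 0.653, so none closed the gap. The paper's p in its other mention of the gene, 3.05E-02, equals the deposited value.

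For 2 factors of Table 2 in Familiar against the new-object group the p values differ. The paper gives 0.001 for Rbak, where the authors' table gives 0.00371 (0.0528 with upper quartile normalization and 0.0284 at k = 1). The paper gives 0.004 for Zfp260, where the authors' table gives 8.26e-04 (0.0222 with upper quartile normalization and 0.0113 at k = 1). None of these alternatives closed either gap, and each of the paper's 2 values is near the deposited value of the other gene.

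Some statements also differ. The paper describes most of the recognition memory genes as higher in the new-object group than in Familiar or Control. Against Control, 5 of the 6 were higher at k = 4, as the paper describes. Against Familiar, 3 of the 6 were higher and 3 lower at k = 4, and 0 had an unadjusted p under 0.05 for being higher. The paper lists the ribosome as enriched among the DEGs between the new-object group and Familiar. With a list of ribosomal proteins in place of the paper's database, the odds ratio there was 1.43 (Fisher's exact test, p = 0.473). No setting that was run passed 0.05. The median log2 fold change of this list, given above, lay above the middle 95% of random lists there at k = 4. That goes with a difference in these genes. For potassium channels the paper describes a small cluster of predicted interactions among the same DEGs. They also had 3 DEGs among 85 genes and the same odds ratio, which does not test such a cluster. The discussion names matrix genes as enriched against the new-object group as well, where 0 of 32 matrix genes other than collagens and 2 of 42 collagens were DEGs.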

Other observations

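The tests in this part on shared controls and on other small RNAs were chosen after the result was seen.

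The DEGs of both groups against Control overlapped, and the same 4 Control libraries may explain part of that. Simulated groups with no changed gene that shared their controls had 113.9 genes in common on average, fewer than the 151 observed, which lay above the middle 95% of simulations. This simulation took genes as independent and removed no sources of variation. At k = 4 sources were removed from both pairs, which hold the same Control libraries, so shared controls are not excluded there. They can account for the number of shared DEGs at other settings. The 24 shared genes with upper quartile normalization, the 27 at k = 1 and the 73 at k = 2 lay within the middle 95%. At k = 3 the 116 lay above it. Across all genes, the log2 fold changes of the 2 comparisons had a correlation of 0.545 at k = 4. This was not above the 0.555 of simulated unchanged groups, so shared controls can account for the correlation. The 2 earlier forms of the simulation, without the error of each gene, gave means of 101.8 and 102.3.

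The fall of snoRNAs was weighed against 4 technical explanations. Before RUVSeq the median log2 fold change was -0.32 in Familiar and -0.093 in the new-object group against Control, both at percentile 0 of random lists, so the fall of the medians is not made by the removal of sources. The number of snoRNAs among the DEGs of the new-object group did depend on it, with 2 at upper quartile and 35 at k = 4, so for these DEGs the removal of sources stays open as an explanation. Control libraries that stand apart would leave Familiar and the new-object group alike, but snoRNAs were also lower in Familiar than in the new-object group, with a median of -0.22 at percentile 0 of random lists. This argues against them as the whole cause in Familiar. For the fall in the new-object group, with a median of -0.079 at k = 4, and the part of the fall that both groups share, Control libraries that stand apart cannot be told apart from a change in the groups, since both were compared with the same 4 libraries. Between Familiar and the new-object group 40 snoRNAs were DEGs, 38 of them lower in Familiar. Copies counted under several identifiers do not make it, since with 1 value per name the median in the new-object group against Control was -0.094. Other small RNAs were lower in the new-object group too, with a median of -0.11 and 193 of 314 lower, so a lower recovery of small RNAs in those libraries may explain the fall there. In Familiar against Control they had a median of 0.039, 168 higher and 150 lower, and 0.20 at upper quartile. Because its members went both ways, with 20 DEGs higher and 34 lower, this list cannot decide for Familiar. A biological fall with training stays open and untested.

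Collagen and matrix genes were higher in Familiar than in Control, and 2 sources of tissue were tested. Meningeal fibroblast genes outside the matrix, 10 identifiers and all higher in Familiar, had a median log2 fold change of 0.48 at percentile 100 of random lists. In the authors' table Igf2 had 0.52 (adjusted p = 4.11e-05) and Igfbp2 0.48, while the abundant fibroblast genes Dcn and Lum had 0.052 and -0.056. A larger share of meninges in the Familiar samples may thus explain part of the matrix result, though Dcn and Lum speak against a large one. The list also rose in the new-object group against Control, with a median of 0.18 for all 20 identifiers. Vascular genes were at percentile 99.3 in Familiar against Control, but 5 were higher and 4 lower, so vessel tissue is a weaker candidate. A role of the matrix in recognition memory, which the paper proposes, was not tested and stays open.

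Zinc finger genes had a median at percentile 5.98 among lists matched on the error, inside the middle 95%, so a shift of all genes with large errors could give it. Outside the values at k = 4, the percentile with upper quartile normalization was 0.620.

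Oligodendrocyte genes, which the text of the paper does not name, were lower in both groups than in Control. Of 16 genes, 14 were lower in the new-object group (median log2 fold change -0.33, odds ratio of DEGs 22.2) and 12 in Familiar (median -0.39, odds ratio 20.3). The medians were below every random list, and at upper quartile -0.25 and -0.40. The 6 DEGs of the new-object group were 6 lower and 0 higher, and the 7 of Familiar 6 lower and 1 higher. The higher one, Aspa, had a log2 fold change of 1.19 (adjusted p = 0.0143) in the authors' table. Between Familiar and the new-object group the median was -0.037. More white matter in the Control samples or an effect of training and testing are both open, and neither was tested.

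A lower share of neurons would raise the markers of all other cell types alike. Neuron genes were at percentile 56.5 in Familiar against Control, and the other lists moved apart, so a change in the share of neurons is not what these lists show. Median log2 fold changes in the new-object group against Control, Familiar against Control and Familiar against the new-object group, in that order, were as follows. Neurons had -0.048, -0.025 and 0.018, astrocytes 0.10, 0.11 and -0.014, and microglia -0.0042, -0.011 and -0.10. Vessels had -0.12, 0.17 and 0.026, choroid plexus -0.25, 0.014 and 0.39, and erythrocytes 0.065, 0.20 and 0.15. Of the lists added later, sensory ganglion had 0.092, 0.27 and 0.14, Schwann cells 0.026, -0.036 and -0.0014, and skeletal muscle -0.095, 0.16 and 0.27.

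Genes of the mitochondrial genome had medians of 0.11, -0.12 and -0.16 in the same order, with 13 of 13 lower in Familiar than in the new-object group at percentile 0.200. Chaperones had a median of -0.099 in Familiar against the new-object group, at percentile 1.07. In Familiar against Control 4 chaperones were DEGs, all higher. Comparisons also shared DEGs with each other beyond the pair above, 126 between both comparisons of Familiar and 61 between both of the new-object group, and 8 genes were DEGs in all 3.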
